# High throughput transcriptomics analysis of ovine mammary epithelial cells stimulated with *Staphylococcus aureus in vitro*

**DOI:** 10.1371/journal.pone.0333355

**Published:** 2025-09-30

**Authors:** Saif Adil Abbood Al-Janabi, Ghulam Asghar Sajid, Sidra Zeb, Muhammad Jasim Uddin, Mehmet Ulas Cinar

## Abstract

In sheep, the innate immune response of mammary epithelial cells (MECs) plays a central role in combating mastitis, yet our understanding of their resistance mechanisms remains limited. This study aimed to elucidate the gene expression profiles of ovine MECs following in vitro stimulation with *Staphylococcus aureus* (*S. aureus*) using RNA-Seq technology. Bioinformatics analysis identified a total of 175 differentially expressed genes (DEGs), including 172 up-regulated and 3 down-regulated genes in the stimulated group compared to the non-stimulated control group. Gene ontology annotation and functional pathway analysis indicated that these DEGs are primarily involved in ribosomal functions, which are essential for protein synthesis and first target of pathogens, as well as in immune response dysregulations, infection, phagocytosis, and bacterial invasion of epithelial cells. Validation via quantitative real-time PCR (qRT-PCR) confirmed the RNA-Seq results. Our results revealed that DEGs converged on innate immune pathways (TLR, NOD-like receptor, *NF-κB*, MAPK), cytoskeletal remodeling and translational control, indicating inflammatory activation and cell injury in oMECs and highlighting candidate targets for mastitis resistance selection against *S. aureus*. These findings significantly contribute to the understanding of how ovine MECs respond to *S. aureus* stimulation, providing a foundation for further research, particularly regarding the immune defense mechanisms, strategies and implications in dairy industry.

## Introduction

Mastitis is a common infectious disease of mammary gland in dairy animals worldwide. It principally affects dairy cattle, it can also affect other milking producing ruminants, such as sheep and goats [1–3]. In these animals, mastitis is identified by inflammatory changes in the mammary glands (udder), leading to several adverse effects on health and production, such as reduced milk yield and compromised milk quality. Moreover, it results in economic losses for dairy farmers due to high veterinary expenses, and potential culling of the affected animals. Particularly in ewe production, it affects the normal growth, development, and survival of suckling lambs [4]. Mastitis can also lead to the death of ewes in severe cases [5]. Additionally, it raises welfare concern as it causes discomfort, anxiety, restlessness, feeding behavior alterations and pain in the diseased animals [6,7]. Mastitis is also important due to public health concerns, especially antimicrobial *S. aureus* strains [8].

Mastitis is mainly caused by microorganisms such as bacteria, viruses, or fungus, all of which can result in the development of mastitis [3]. A diverse staphylococcal species has been reported in mastitis cases, with varying prevalence with resistant genes such as *mecA*, which contribute to their persistence within the host population [9]. *Staphylococcus aureus* (*S. aureus*) is the most frequently involved and a major pathogen in clinical and subclinical mastitis infection [10,11]. Intramammary infections are commonly described as mild, chronic, or persistent [12]. Mammary epithelial cells (MEC) are specialized cells that form the lining of the mammary ducts and alveoli in the mammary tissue [5]. These cells not only play a crucial role in the production and secretion of milk in ruminants but also are an integral part of the defense mechanism in response to pathogen invasion [13]. However, during mastitis, it has been observed that *S. aureus* exhibits intracellular localization within MECs [14]. Upon the invasion of pathogens, MECs initiated an inflammatory response to combat and survival of intracellular activity. They release signaling molecules that attract immune cells to the infection site, contribute to the production of antimicrobial secretions, and engage in tissue repair processes [15]. Hence, it is important to understand the changing in the molecular activities after the invasion of *S. aureus* in ovine mammary epithelial cells (oMECs) [16,17]. RNA sequencing (RNA-Seq) provides potent tools to uncover the molecular mechanisms underlying development, differentiation, and disease [18,19]. The downstream differential expression analysis identifies the genes that are upregulated or downregulated in response to the infection, providing valuable insights into the immune response and molecular mechanisms underlying mastitis [20]. Functional pathways, gene ontology terms, or other relevant categories of these DEGs insight into the biological processes affected by the gene expression changes [21,22].

In recent years, many studies have been conducted to explore the gene expression patterns and molecular mechanisms associated with mastitis disease in cattle [23,24]. A significant alternation in gene expression was observed when bovine mammary tissue or epithelial cells were exposed to *S. aureus.* After in vitro infection, the pathological changes that occur in mammary gland are complex, while the molecular mechanisms involved in these changes remain unclear to make control and treatment policies [17,25]. In sheep mastitis research primarily concentrated on its etiology and epizootiology [26], diagnosis, control through management, and treatment [27]. Worldwide, limited research has been conducted on the mammary gland transcriptome affected by sheep mastitis and its molecular pathogenesis using RNA-Seq [28,29]. In this study, our primary objective was to delve into the transcriptional regulation of oMECs following invasion by *S. aureus*. Through this exploration, we aimed to identify candidate transcripts involved in the immune response, with the aim of improving our understanding of the immune mechanisms triggered by *S. aureus*. By unraveling the molecular complexity of the host response, this study provides valuable information that could pave the way for further research and more effective strategies in both animal breeding and therapeutic interventions.

## Materials and methods

### Animal selection and sampling

Experimental procedures used in this study were performed according to the Institutional Animal Care and Use Committee of Erciyes University, Kayseri, Türkiye, and the research protocol adhered to the Turkish Council on Animal Experiment guidelines on farm animal facilities (15 February 2014, #28914). Any pre-existing mammary infection can affect gene expression; therefore, samples were collected from physiologically healthy ewes. Healthy ewes of Akkaraman breed were selected (*n* = 3) based on standard physical examinations with an age ranging 2–3 years. The possible lesions on the skin of the udder have been checked for any abnormality in the shape of udder (increase in size and atrophy) before slaughtering. Then, the mammary glands were palpated, including the teats (shape, size, temperature, and consistency) were checked for each quarter. Also, any pain reaction of the animal and any swelling/heat in lymph nodes. Animals were slaughtered in a commercial abattoir in Kayseri province. Tissues were collected aseptically from the mammary parenchyma immediately after slaughter of selected ewes. Samples were then transferred to the laboratory in chilled 1 × Dulbecco phosphate-buffered saline (DPBS, without calcium and magnesium, Sigma-Aldrich, USA) for cell isolation and transformed primary cell culture.

### Ovine mammary epithelial cell culture

Ovine mammary epithelial cell culture was established in 40 mL of Dulbecco’s modified Eagle’s medium (DMEM, 500 mL, high glucose, Sigma-Aldrich, USA) with the addition of 20% bovine serum (FBS, 10 mL, Sigma-Aldrich, USA), insulin (5 µL, Sigma-Aldrich, USA), amphotericin B (500 µL, Sigma-Aldrich, USA) and penicillin-streptomycin (250 µL, Sigma-Aldrich, USA). The cells were cultured on uncoated polystyrene Petri dishes with surface modifications designed to enhance cell culture (35 mm). Cultures were maintained in a 5% CO_2_ atmosphere at 37 °C until monolayer confluence was achieved. Cell identification was performed using microscopy, and the cell surface marker *EpCAM* [30] was assessed by quantitative real-time polymerase chain reaction (qRT-PCR) expression analysis keeping *GAPDH* as reference gene (S1 Fig) as used by Al-Janabi et al. 2023 [31].

### *S. aureus* culture and identification

Milk samples from ewes with confirmed mastitis field cases were plated on blood agar plates (Oxoid, UK) supplemented with 5% defibrinated ovine blood and incubated at 37 °C for 24–48 hours. Following incubation, suspected bacterial colonies were subjected to Gram staining and examined under a light microscope. Gram-positive cocci were further characterized using a series of biochemical tests. The biochemical properties of the isolates were assessed through catalase activity, hemolysis on blood agar, coagulase activity, nitrate reduction, DNase agar, clumping factor presence, arginine dihydrolase activity, and urease production, as described by Quinn et al. (1998) [32]. Coagulase-positive isolates were further analyzed using the API STAPH IDENT system, 32 Staph (bioMérieux SA, 69280 Marcy-l’Étoile, France), to confirm the identification of *S. aureus*.

### Stimulation model

A field strain of *S. aureus* was isolated at the Microbiology Laboratory of the Veterinary Faculty at Erciyes University, from a diseased animal with known mastitis pathogenesis. A fresh microbial culture was prepared in Tryptic Soy Broth (TSB) by overnight incubation and was subsequently washed twice with PBS before the planned treatment. The microbial stimulation solution was prepared in Dulbecco’s modified Eagle’s medium (DMEM, 500 mL, high glucose, Sigma-Aldrich, USA) without antibiotics. A concentration of 1.5 × 10^8^ microbial cells/mL was obtained by using the 1 OD at 620 nm. Multiplicity of infection (MOI) was determined using our early pilot studies, 600:1 MOI was used to challenge oMECs in wells containing 2 mL of culture (up to 2.5 × 10^5^ cells/well). Control well with the same quantity of cells and volume of Dulbecco’s modified Eagle’s medium (DMEM, 500 mL, high glucose, Sigma-Aldrich, USA) were incubated at 37 °C for 24 hours, along with treated wells.

### Total RNA isolation and cDNA library preparation

Total RNA isolation was performed from the control and treatment groups (three samples per group) using the Trizol isolation kit (TransZol Up Plus, ER501-01-V2, China) according to the manufacturer’s instructions. The quality and quantity of RNA was assessed using PacBio Nano drop spectrophotometer with absorbance measurement at 260 nm, and A260/A280 ratio that ranged from 1.8 to 2.2, respectively. RNA samples from three control and three treatment groups were used for high throughput sequencing. cDNA libraries were constructed from the total RNA by using the TruSeq RNA Library Preparation Kit (Illumina, CA, USA) according to the manufacturer’s protocol, then sequencing was done on the Illumina HiSeq 4000 platform to obtain paired end reads.

### Quality control of raw data

A systemic approach was adopted to prepare the original raw data for performing a standardized bioinformatics analysis. Initial quality assessment was performed to check the status of raw data. Clean data obtained after trimming the low-quality reads (sequences with errors or low base call quality), overlapping adapters, ribosomal RNA and PCR duplicates using HTStream (https://github.com/s4hts/HTStream). The quality of clean reads was evaluated using FastQC.

### Read alignment and differential expression analysis

Clean reads of each sample were used to generate the index file of the sheep reference genome (https://www.ncbi.nlm.nih.gov/datasets/genome/GCF_016772045.1), and alignment of the paired end clean reads to the assembly was performed. Salmon was used to obtain the count reads of each sample. The DESeq2 package in R identified the differential expressed genes (DEGs) between the control and *S. aureus* stimulation group. DESeq2 applies a shrinkage estimator for dispersion estimates to improve the stability of results. Dispersion estimates for each gene were shrunk toward a fitted trend using an empirical Bayes approach, ensuring that estimates for genes with low counts were more reliable. This approach reduces overestimation of dispersion in lowly expressed genes, leading to improved model fitting and a lower false positive rate. It is determined that the DEGs with p value < 0.05 and | log2 (fold change) | ≥ 1 are regarded as thresholds significant differential expression in stimulation group as compared to control group.

### GO annotation and pathway enrichment analysis

GeneXplain tool (https://genexplain.com) was used to perform GO annotation while pathway enrichment analysis was carried out using ConsensusPathDB (http://cpdb.molgen.mpg.de) to gain a holistic understanding the role of the DEGs in mammary epithelial cells on the basis of biological system functions. GO terms with p value < 0.05 were considered significant enrichment. Pathway enrichment data was visualized using ggplot2 in R.

### Protein-protein interaction

Understanding the functional interactions among expressed proteins is important for a thorough grasp of cellular molecular functions. The ConsensusPathDB database was used to integrate known and predicted protein-protein association data from the DEGs of current study. Network analysis of protein-protein interactions associated with DEGs was carried out using ConsensusPathDB [33] and the standard default visualization was used to represent his PPI network.

### Quantitative real-time PCR (qRT-PCR) validation of DEGs

Validation of DEGs was performed on the same samples (used in RNA sequencing) of control and *S. aureus* stimulation group using qRT-PCR technique. The cDNA was prepared by reverse transcriptase reaction according to manufacturer’s instructions. The primers were designed using online software Primer 3 (https://primer3.ut.ee) and presented in S1 Table. The *GAPDH* gene was used as endogenous control. The qRT-PCR was carried out using the SYBR Green PCR Master Mix kit (Bio-Rad, CA, USA) with the Light Cycler 96 instrument (Roche, Basel, Switzerland) according to the manufacturer instructions.

### Experimental design and statistical analysis

In this reliability experiment, the same total RNA samples were used as those that were utilized for RNA-Sequencing. Six DEGs, comprising five upregulated and one downregulated gene were selected for validation. Each test was conducted on six samples (three control and three stimulated) and repeated three times for each sample. Data analysis and comparison were carried out using Microsoft Excel 365 (Microsoft Corporation, Washington, USA). Relative mRNA levels were determined using a comparative ct (2^-ΔΔCT^) method as done earlier [34] and compared with RNA-Seq results. Graph visualization was generated using ggplot2 3.4.4 package on RStudio (version: 2023.12.0 + 369, RStudio, Boston, USA).

## Results

### Sequencing data statistics

In this study, a total of 6 cDNA libraries were constructed by isolating total RNA from *S. aureus* stimulated oMECs and control groups. 

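The libraries came from ovine mammary epithelial cells, the milk-producing cells that line the alveoli of the sheep udder, grown in culture. The stimulation group was incubated with S. aureus at an MOI of 600 bacteria per cell for 24 hours and the control group was incubated for 24 hours in medium alone, with 3 libraries per group. The authors removed low-quality reads, adapters, ribosomal RNA and PCR duplicates with HTStream, counted reads per gene with Salmon on the sheep reference genome, and deposited whole-number counts without normalization. The deposited table listed 27390 genes, of which 5588 had at least 1 count in any library. Total counts were 1587, 840 and 5836 in the control libraries and 24160, 25451 and 24470 in the stimulated libraries. The median total was 1587 in the control group and 24470 in the stimulation group. Every stimulated library had more counts than every control library (exact two-sided permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). Table 1 of the paper gives the clean reads of each library, and all values from the re-analysis use the deposited totals. At least 1 count was found for 299, 86 and 1305 genes in the control libraries and for 3693, 3664 and 3618 genes in the stimulated libraries. A gene without counts could still make up 3 counts of a library, which is between 514 and 3571 CPM in the control libraries and between 118 and 124 CPM in the stimulated libraries. Such limits and all intervals on counts cover counting error only. Genes that the RefSeq annotation of the sheep assembly ARS-UI_Ramb_v3.0 classes as rRNA took 1195, 736 and 2961 counts in the control libraries and 1257, 1220 and 1211 counts in the stimulated libraries. Their share was 75.3% (95% Wilson interval 73.1 to 77.4), 87.6% (85.2 to 89.7) and 50.7% (49.5 to 52.0) of the counts of the control libraries. In the stimulated libraries the share was 5.20% (4.93 to 5.49), 4.79% (4.54 to 5.06) and 4.95% (4.68 to 5.23). That annotation is a later version of the assembly named in the methods and was used only for gene classes, with 25048 of the 27390 symbols matched. Fold changes were estimated from the counts with edgeR's quasi-likelihood test after TMM normalization, on the 197 genes that edgeR's filter on low counts kept.

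**Figure D1:**
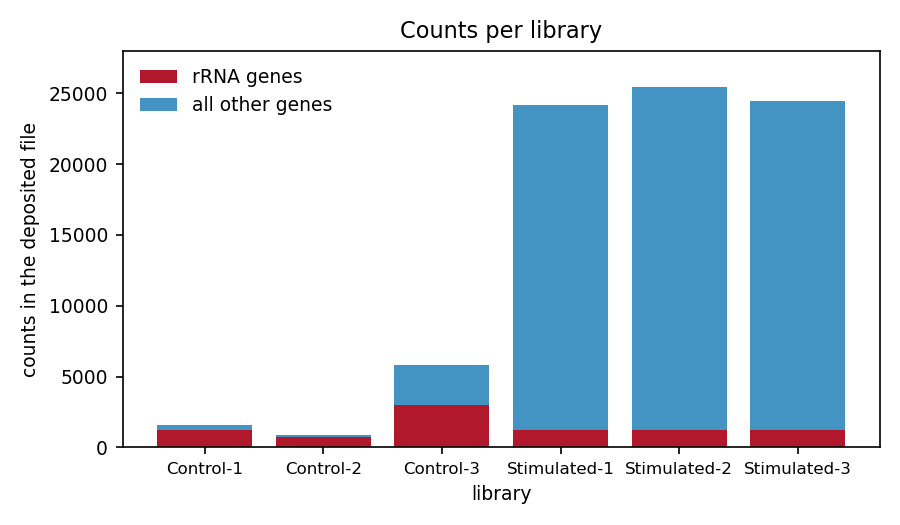
Counts in the deposited table for each library, split into counts on genes classed as rRNA (red) and on all other genes (blue), with counts on the vertical axis starting at 0. The 3 control libraries hold between 840 and 5836 counts, and the 3 stimulated libraries between 24160 and 25451.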

The proportion of duplicate reads across all sequenced datasets ranged between 91% and 93% in paired end reads, indicating a high level of redundancy within the sequencing data. After trimming and removal of duplicates, clean data obtained for down-stream analysis (Table 1).

**Table 1:** Summary of the RNA-Seq data quality.

Sample	Control-1		Control-2		Control-3		Stimulated-1		Stimulated-2		Stimulated-3	
Paired reads	R1	R2	R1	R2	R1	R2	R1	R2	R1	R2	R1	R2
**Raw reads (Millions)**	10.3	10.3	12.7	12.7	9.6	9.6	8.7	8.7	7.0	7.0	8.0	8.0
**Clean reads (Millions)**	0.5	0.5	0.5	0.5	0.5	0.5	0.5	0.5	0.4	0.4	0.4	0.4
**Average read length (base pair)**	147	146	146	146	146	146	147	147	147	147	147	147
**GC%**	50	50	50	50	47	47	50	50	50	50	50	50

### Differentially expressed gene analysis in ovine MECs

Differential expression testing was carried out by shrinking estimator method. 

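DESeq2 first estimates the dispersion of each gene alone, then fits a curve of dispersion against mean count and moves each estimate toward it. Among the 5588 genes with a count, the final estimate lay closer to the fitted curve than the gene-wise estimate for 5484 genes, which is 98.1% of them, and 11 genes were kept as dispersion outliers. The gene-wise estimate stood at its lower limit for 4720 genes (84.5%), and a gene at that limit moves toward the curve whatever its counts are. For 4293 of the 5588 genes, all 3 libraries of the control group or of the stimulation group had no counts. The median fitted dispersion was 9.77 over all 5588 genes and 0.103 when the fit was limited to the 197 tested genes. On that smaller set 98.5% of the estimates lay closer to the curve, and a local fit in place of the parametric fit gave 96.9% over all genes with a count.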

High proportion of genes were shrunk toward curve revealed fitting of the model and less chances of false positive results (S3 Fig). DESeq2 was employed to screen the differentially expressed genes among stimulation and control groups. For normalization, DESeq2’s variance stabilizing transformation method was used to correct the differences in sequencing depth and variability. 

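DESeq2 takes its size factors from genes with counts in every library. Of the 5588 genes with a count, 11 had counts in all 6 libraries, and 5 of these 11 were of the rRNA class (LOC114112490, LOC114112489, LOC121818848, LOC121818850 and LOC114112704). The other 6 included RPS19, EIF4G2, RANBP9, LOC101103351 and LOC121818276. The size factors were 0.258, 0.292 and 1.19 for the control libraries and 2.06, 1.55 and 1.42 for the stimulated libraries, whereas the summed counts of the stimulation group were 8.97 times those of the control group. Control-3 held 5836 of the 8263 control counts, so that this ratio rests largely on 1 library. edgeR's TMM factors, which multiply the library totals over the tested genes, were 0.590, 0.409 and 0.615 in the control group and 1.87, 1.90 and 1.90 in the stimulation group. TMM compares each library with a reference library over the genes that have counts in both. Control-2 had counts on 86 genes in all, and 736 of its 752 counts on tested genes were of the rRNA class. Its TMM factor therefore rests on few genes as well. The median log2 (fold change) of the 197 tested genes was 0.84 with TMM, 2.55 with library totals only and 3.68 with the DESeq2 size factors in the edgeR fit. With the rRNA genes left out, an alternative chosen after seeing the data, the median was 0.96 over 187 tested genes with TMM, 0.21 with library totals only, and -2.98 over the genes fitted by DESeq2 at its defaults. Log2 (fold change) values of single genes move with these choices and are given here for TMM.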

The statistics of number of DEGs were based on significance level p < 0.05 and | log2 (fold change) | ≥ 1 as shown in Fig 1. A total of 175 genes were identified as differentially expressed in the *S. aureus* stimulation group compared to control group, with 172 genes being up-regulated genes and only 3 genes being down-regulated (Fig 2). 

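At an adjusted p below 0.05 and an absolute log2 (fold change) of at least 1 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 64 genes were up-regulated and 13 down-regulated among the 197 tested genes. At the same limit on the unadjusted p, 72 genes were up-regulated and 18 down-regulated. Of the 64 up-regulated genes, 39 had no counts in any control library and 53 had 3 counts or fewer over the 3 control libraries together. Of the 13 down-regulated genes, 6 were of the rRNA class. Over all tested genes, 70.6% had a log2 (fold change) above 0. In 96 genes the TMM-normalized values of all 3 stimulated libraries lay above those of all control libraries and in 5 genes below them, while the number expected of unchanged genes at these depths was not computed. The numbers of calls moved with the scaling of the libraries. Library totals only gave 148 up-regulated and 5 down-regulated genes, and the DESeq2 size factors in the edgeR fit gave 184 and 3. DESeq2 at its defaults on all genes with a count called 205 genes up and 4 down. With the rRNA genes left out, which was chosen after seeing the data, TMM gave 58 up-regulated and 7 down-regulated genes, library totals only gave 39 up-regulated and 25 down-regulated genes, and DESeq2 at its defaults gave 6 and 8, with 33 up and 1297 down at the unadjusted limit. Without Control-3, 322 genes were up-regulated and 4 down-regulated. Fewer genes were called without Stimulated-1 (41), Stimulated-2 (46) or Stimulated-3 (35), where fewer genes passed the filter, and 83 and 79 genes were called without Control-1 and without Control-2. All 175 genes of S2 Table were found in the counts, 138 of them were tested, 66 were called with the sign given there, and 8 had the opposite sign. Over the 138 genes the log2 (fold change) had a Pearson correlation of 0.844 and a Spearman correlation of 0.934 with the paper's values, across genes, which are not independent replicates. Among the called genes with separate groups, the 5 largest fitted values were those of RPS23, RPS2, RPL23, RPL26 and RPS15. None of them had control counts, so that the prior count sets these values, and larger changes than in genes with few control counts are not shown. Against a floor of 3 counts over the control group RPS2 (147, 153 and 127 counts) was at least 6.99-fold higher, RPL23 (103, 135 and 90) at least 5.37-fold, RPL26 (88, 104 and 87) at least 4.57-fold and RPS15 (72, 77 and 71) at least 3.60-fold. These bounds rest on Control-3, without which they fall to 2.19, 1.68, 1.43 and 1.13.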

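In the classes of the RefSeq annotation of ARS-UI_Ramb_v3.0, 35 of the 40 genes that S2 Table lists without a description were protein-coding, 2 were rRNA genes and 3 had no matching symbol. The 2 rRNA genes, LOC114112490 and LOC114112704, were the only ones of the 40 that S2 Table gives as down-regulated. The 35 protein-coding genes held 8073 counts in the stimulated libraries together and 126 in the control libraries together, and 16 of them had no control counts. The 3 unmatched genes held 219 and 3 counts in the same order.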

Among 175 DEGs enlisted in S2 Table, 40 were identified as novel unannotated genes.

**Fig 1:**
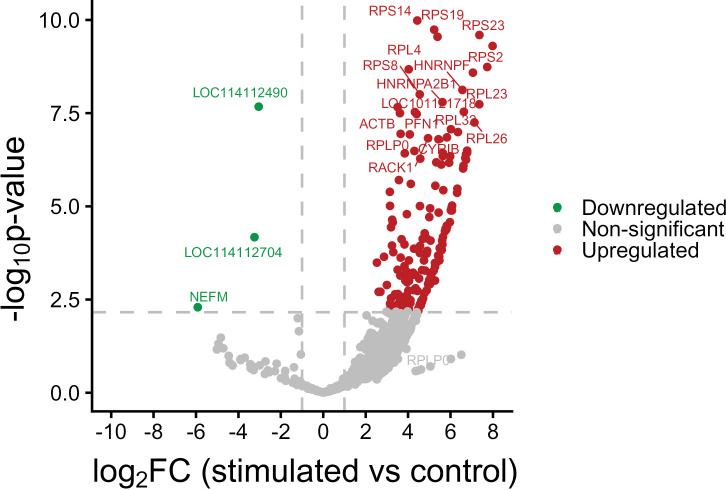
Volcano plot of the statistically significant DEGs, represented by red (up-regulated) and green (down-regulated) dots (p ≤ 0.05 and | log2 (fold change) | ≥ 1) in *S. aureus* stimulated samples as compared to control samples.

**Fig 2:**
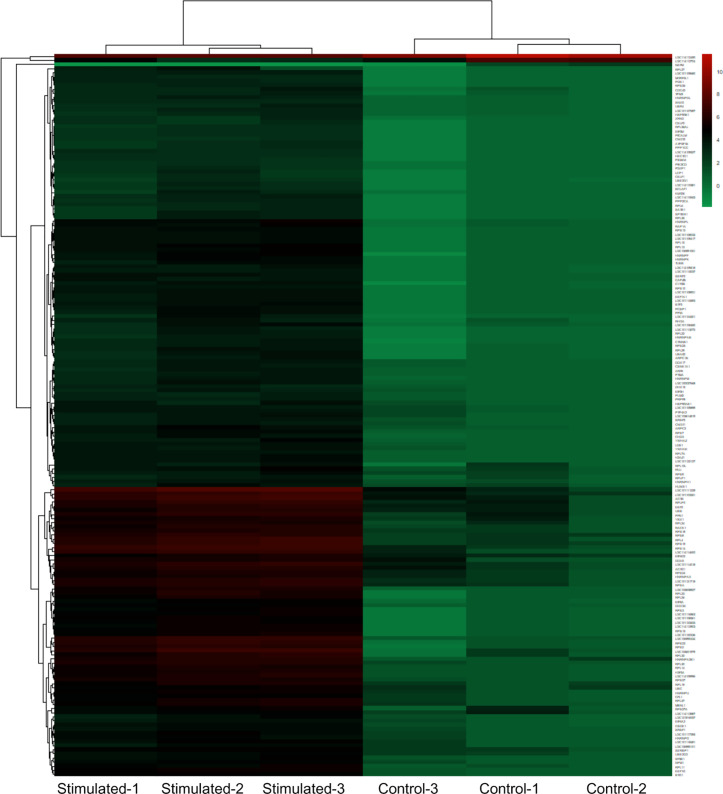
Cluster analysis of significant differentially expressed genes in ovine mammary epithelial cells between the *S. aureus* treated samples (Stimulated-1, Stimulated-2, and Stimulated-3) and their control samples (Control-1, Control-2, and Control-3). Red color shows high expression level while green color represents low expression level of genes.

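Over the 197 tested genes, the distance between libraries was taken as 1 minus the Pearson correlation of log2 CPM. The 3 stimulated libraries lay between 0.0594 and 0.0829 from each other, and the 3 control libraries between 0.466 and 0.566. The smallest distance between a control and a stimulated library was 0.601, which exceeded the largest distance within a group by 0.0352. With Spearman correlation the order was reversed, since the largest distance within the control group was 0.773 and the smallest between the groups 0.716, and it was also reversed on all genes with a count, with 0.736 and 0.524. Component 1 of a principal component analysis held 71.3% of the variance and component 2 held 16.5%. On component 1 the stimulated libraries lay between 18.1 and 18.3, and Control-1, Control-2 and Control-3 at -22.9, -32.6 and 0.985. No pair of libraries of a group differed by less than the sampling noise. The chi-square per degree of freedom was between 1.78 and 2.04 for pairs of stimulated libraries and between 5.41 and 29.0 for pairs of control libraries, over genes with at least 10 counts in the pair.

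**Figure D2:**
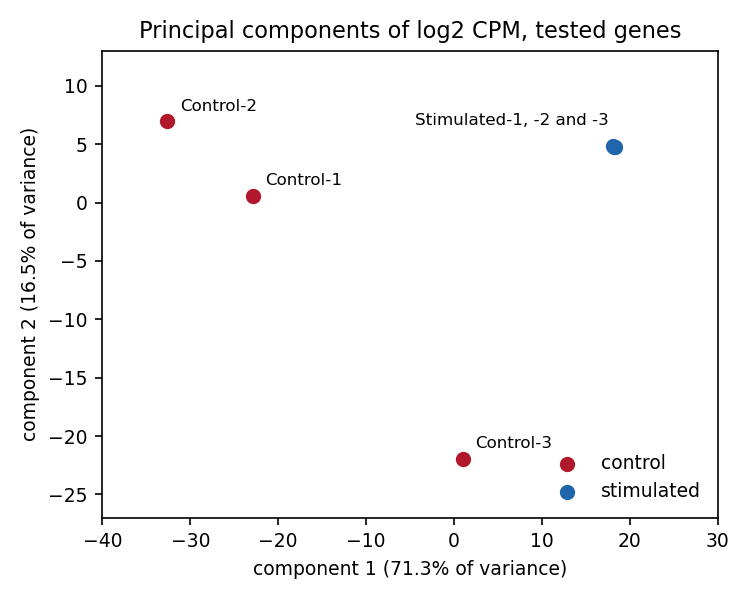
Principal component analysis of log2 CPM (TMM normalized, prior count of 2) over the 197 tested genes, with component 1 on the horizontal and component 2 on the vertical axis and 1 point per library. The 3 stimulated libraries overlap at 18.1 to 18.3 on component 1, while the 3 control libraries lie apart from each other.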

### Functional analysis of DEGs

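Ribosomal proteins are the protein parts of the 40S and 60S subunits. A list of 87 ribosomal protein genes was fixed in advance, of which 82 were in the counts, 57 had a count in any library and 39 were tested. All 39 had a log2 (fold change) above 0 and 25 of them were called up-regulated, 27 when adjusted over the list alone, and none down-regulated. Among the other 158 tested genes 39 were called up-regulated (two-sided Fisher's exact test, odds ratio 5.39, p = 6.28e-06, adjusted p = 3.14e-05 over 5 lists). The median log2 (fold change) of the list was 2.70, and 1.38 with the 16 genes without control counts set to the bound given by a floor of 3 counts. The fitted median lay above those of all 10000 random lists matched on mean expression. camera, limma's test of a list against the other tested genes, gave an adjusted p of 3.82e-04 over 5 lists for the direction up, fry gave 7.14e-05, and camera with an estimated correlation between genes gave 0.388. Without Control-3 the camera value was 0.449. It was 0.0819 without Stimulated-1 and 0.0850 without Stimulated-2, where 25 genes of the list were tested. Under every scaling tried, with or without the rRNA genes, the median of the list lay above the median of the other genes. Of the counts on genes other than rRNA, the list took 7.91% (95% Wilson interval 5.63 to 11.0), 4.81% (2.07 to 10.8) and 3.97% (3.31 to 4.74) in the control libraries and 14.4% (13.9 to 14.8), 15.0% (14.6 to 15.5) and 14.6% (14.1 to 15.0) in the stimulated libraries. The group means were 5.56% ± 2.08 (SD, n = 3) and 14.7% ± 0.342 (SD, n = 3), with p = 0.1 in an exact two-sided permutation test, the smallest this design allows. Counts were not spread evenly over the list. In the stimulated libraries together 30 of its genes had 100 counts or more and 32 had none, and 7 of those 32 had counts in the control libraries.

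**Figure D3:**
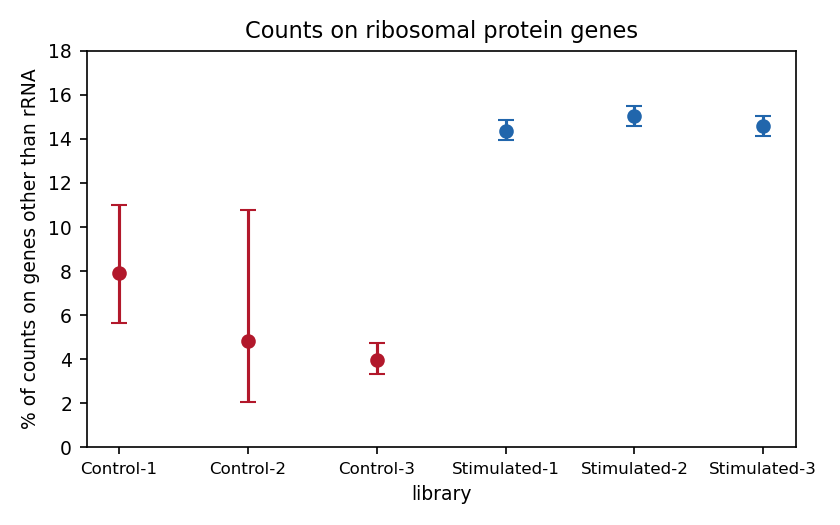
Share of the counts on genes other than rRNA that fell on the list of ribosomal protein genes, in percent on a vertical axis starting at 0, for each control (red) and stimulated (blue) library. Bars are 95% Wilson intervals, which reach at most 11.0% in the 3 control libraries and start at 13.9% or above in the 3 stimulated libraries.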

The pathway enrichment analysis of DEGs revealed that most of them are involved in production and activation of ribosomes and spliceosomes, and subsequently RNA, mRNA, and other nucleic acid bindings, indicating the activation of immune response. 

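RPS23, a protein of the 40S subunit, had no counts in the control libraries and 161, 189 and 155 counts in the stimulated libraries. It was at least 8.26-fold higher in the stimulation group against a floor of 3 counts over the control group (2.59-fold with Control-3 left out of the floor; adjusted p = 1.92e-07, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). RPL32, a protein of the 60S subunit, had 1 count in Control-1 and none in the other control libraries, against 98, 133 and 143 counts. The ratio of its pooled TMM-normalized rates was 18.4 (exact 95% interval 3.28 to 727), with an adjusted p of 4.34e-05 in the edgeR test. Its log2 (fold change) was 4.15, and each fit that left out 1 library called it. The values ran from 3.45 without Stimulated-3 to 9.30 without Control-1, which held its only control count. RPL4, the ribosomal protein gene with the most stimulated counts, had 1, 0 and 4 counts in the control libraries and 176, 187 and 211 in the stimulated libraries, with a log2 (fold change) of 2.50 (standard error 0.61, taken as the absolute log2 fold change divided by the square root of the F statistic, adjusted p = 6.19e-04 in the edgeR test). With each library left out it was called, with values from 1.86 without Stimulated-3 to 5.52 without Control-3.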

Upregulated genes such as *RPS23* and *RPL32* play a central role in ribosome activity and are associated with the pathogenesis of coronavirus infection. *ACTB* is involved in processes such as bacterial invasion of epithelial cells, apoptosis, and phagosome formation. Furthermore, *CYRIB* is involved in the regulation of memory T cell activation, and *PFN1* is involved in the Rap1 signaling pathway, regulation of the actin cytoskeleton, and response to salmonella infection. 

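ACTB, which encodes beta-actin, had 3, 0 and 20 counts in the control libraries and 207, 234 and 227 in the stimulated libraries. Its TMM-normalized CPM was 4171 ± 4285 (SD, n = 3) in the control group and 9634 ± 303 (SD, n = 3) in the stimulation group. The log2 (fold change) was 0.61 (standard error 0.50, adjusted p = 0.368, edgeR's quasi-likelihood test), which is not past the limit. Every stimulated library lay above every control library. With the DESeq2 size factors in the edgeR fit the value was 3.59, and with the rRNA genes left out it was 0.51 with TMM and -0.24 with library totals only. Without Control-3 it was 4.14 and past the limit, without Stimulated-2 it was -0.082 and without Stimulated-3 it was -0.025.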

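CYRIB had 0, 0 and 2 counts in the control libraries and 16, 19 and 18 in the stimulated libraries, and was below the filter on low counts. The ratio of its pooled TMM-normalized rates was 1.30 (exact 95% interval 0.343 to 11.0). PFN1, which encodes the actin-binding protein profilin, had 4, 0 and 4 counts in the control libraries and 132, 161 and 153 in the stimulated libraries. Its log2 (fold change) was 1.44 (standard error 0.51, adjusted p = 0.0179, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The call was lost without Stimulated-1 (0.84), Stimulated-2 (0.81) or Stimulated-3 (0.79), and without Control-3 the value was 3.14. Under every scaling tried the value stayed above 0, and the call was lost with TMMwsp (1.81) and, with the rRNA genes left out, with library totals only (0.69) and in DESeq2 (1.34).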

*UBC* and *HUWE1* are involved in ubiquitin-mediated protein degradation and contribute to mitophagy and maintenance of proteostasis. 

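HUWE1, which encodes a ubiquitin ligase, had 1, 0 and 3 counts in the control libraries and 24, 42 and 24 in the stimulated libraries, with a log2 (fold change) of 0.14 (standard error 0.83, adjusted p = 0.895, edgeR's quasi-likelihood test). On CPM after TMM the groups overlapped, and with the rRNA genes left out, chosen after seeing the data, the log2 (fold change) was 0.14 with TMM and -0.62 with library totals only. DESeq2 at its defaults gave 3.06 (adjusted p = 0.0285), and without Control-3 edgeR gave 2.85, past the limit. In a list of 36 ubiquitin genes fixed in advance, 32 had counts and 6 were tested. The median log2 (fold change) of these 6 was 0.19, at percentile 6.34 of the random matched lists, and the camera test gave an adjusted p of 0.515 for the direction down, the median being below the 0.90 of the other tested genes. Of the 6, 1 was called up-regulated, and none was when adjusted over the list alone.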

Genes such as *YBX1* and *DDX5* are involved in RNA binding and processing and play a role in C5 methylcytidine-containing RNA binding and spliceosome activity. 

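YBX1 had 4, 0 and 5 counts in the control libraries and 83, 84 and 87 in the stimulated libraries. Its log2 (fold change) was 0.47 (standard error 0.53, adjusted p = 0.524, edgeR's quasi-likelihood test), and with the rRNA genes left out it was 0.46 with TMM and -0.29 with library totals only. DDX5, an RNA helicase gene, had 25 counts in Control-3 and none in the other control libraries, against 107, 95 and 98 counts. The log2 (fold change) of DDX5 was -0.72 with TMM (standard error 0.38, adjusted p = 0.117 in the same test), 1.02 with library totals only and 2.64 in DESeq2 at its defaults. The ratio of pooled TMM-normalized rates was 0.589, while the mean TMM-normalized CPM was 3567 ± 6179 (SD, n = 3) in the control group and 4339 ± 428 (SD, n = 3) in the stimulation group. Its direction depended on the scaling and, with TMM, on how the libraries were weighed. Without Control-3 no control counts were left for this gene, which was then called up-regulated, and it was called down-regulated without Stimulated-1 (-1.25) or Stimulated-2 (-1.27). Without Control-3 the value of YBX1 was 2.35 and past the limit, and it was -0.24 without Stimulated-1, -0.11 without Stimulated-2 and -0.22 without Stimulated-3.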

The identified downregulated gene *NEFM* is associated with molecular functions and signaling pathways associated with neurodegeneration. 

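NEFM, which encodes the medium neurofilament protein, had 2, 4 and 0 counts in the control libraries and none in the stimulated libraries. It was below the filter on low counts. With a floor of 3 counts set over the stimulation group, its pooled TMM-normalized rate was 40.7-fold lower in that group. This value takes the 6 control counts, 4 of them in Control-2, as exact and was computed for the TMM scaling only. It is therefore not a lower limit on the change, and it was not computed with a library left out. DESeq2 at its defaults gave an unadjusted p of 0.119, and edgeR without the filter on low counts called it (-5.41, adjusted p = 0.00820). Control-3, which had more counts than both other control libraries together, had none on NEFM.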

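LOC114112490 had 918, 565 and 839 counts in the control libraries and 448, 425 and 364 in the stimulated libraries, and was the gene with the most counts in each of the 6 libraries. It took 57.8%, 67.3% and 14.4% of the counts of the control libraries and 1.85%, 1.67% and 1.49% of those of the stimulated libraries. Its log2 (fold change) was -5.99 (standard error 0.79, adjusted p = 2.72e-11, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). LOC114112704 had 55, 47 and 21 counts in the control libraries and 54, 10 and 11 in the stimulated libraries, with a log2 (fold change) of -6.02 (standard error 0.82, adjusted p = 3.06e-10 in the same test). Further genes of the rRNA class were LOC121818850, with a log2 (fold change) of -4.15 (standard error 0.74, adjusted p = 1.12e-06), LOC114112489, with -4.10 (standard error 0.74, adjusted p = 1.29e-06), and LOC121818848, with -3.98 (standard error 0.72, adjusted p = 1.29e-06). LOC121818849 was called as well, with -3.64 (standard error 0.89, adjusted p = 0.00201), although its groups overlapped. It ranged from -4.23 to 0.66 with each library left out and was called in 3 of these 6 fits. LOC114112704 was not past the limit without Control-1 (-4.79) or Control-2 (-4.44), and LOC121818850 fell by 0.80 on the log2 scale without Control-3, which is below the limit on the fold change. LOC114112489 and LOC121818848 were called with each library left out, with values from -4.93 to -1.75 and from -4.86 to -1.46. DESeq2 at its defaults gave -1.19 for LOC114112489, -1.14 for LOC121818848 and -1.07 for LOC121818850, the last not called (adjusted p = 0.127).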

Although the functions of novel DEGs such as *LOC114112704* and *LOC114112490* have not yet been determined. Results of top 25 DEGs pathway enrichment are presented in Fig 3. The Gene Ontology (GO) annotation was performed to explore the molecular functions of DEGs based on three categories molecular function (MF), biological process (BP) and cellular compartment (CC). 

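In a list of 43 translation factor genes fixed in advance, 38 had counts and 12 were tested. Of these, 6 had a log2 (fold change) above 0. The median was -0.06, at percentile 1.08 of 10000 random lists matched on mean expression, and camera gave an adjusted p of 0.515 for the direction down. Up-regulated calls were EEF1A1, EEF1G (0, 0 and 2 control counts against 82, 77 and 67) and EIF5A (0, 0 and 1 against 45, 56 and 61). EEF1G (1.80 to 8.62) and EIF5A (2.31 to 8.14) were each called in 4 of the 6 fits that left out 1 library. EIF1, with 24 counts in Control-3 and 45, 71 and 57 in the stimulated libraries, was called down-regulated with TMM and had a positive log2 (fold change) in DESeq2 at its defaults. Without the filter on low counts, camera gave an adjusted p of 1.20e-06 for the direction up over 38 genes. The ribosomal protein, hnRNP, actin cytoskeleton and ubiquitin lists were then also up and past the limit, so that this is not particular to translation factor genes.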

Notably, ribosomes functions, RNA and nucleic acid binding, heterocyclic compound binding, translation regulator activity, as well as cadherin binding were significantly overrepresented (Fig 4, S4 and S5 Figs). PPI network shows the predicted protein interactions.

**Fig 3:**
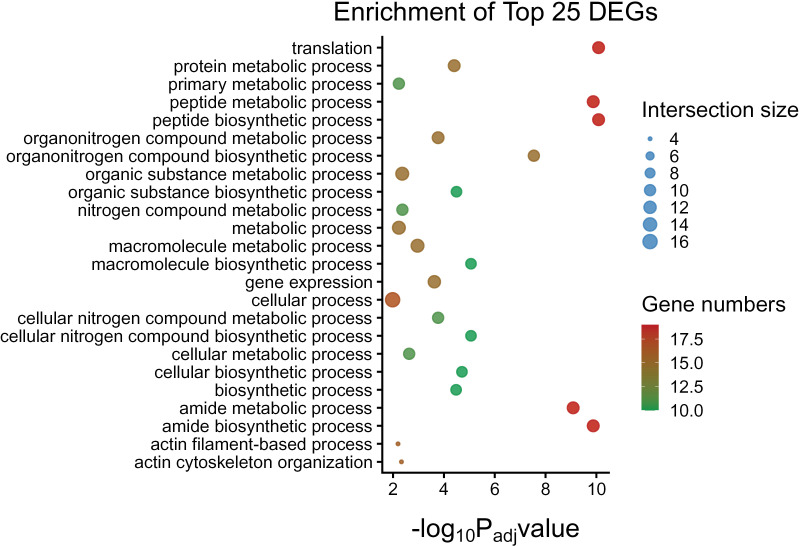
Pathway enrichment of top 25 DEGs in ovine mammary epithelial cells. Biological pathways displayed on left axis, and the size of the circle indicates the intersected genes while the color represents the numbers of DEGs involved in pathway.

**Fig 4:**
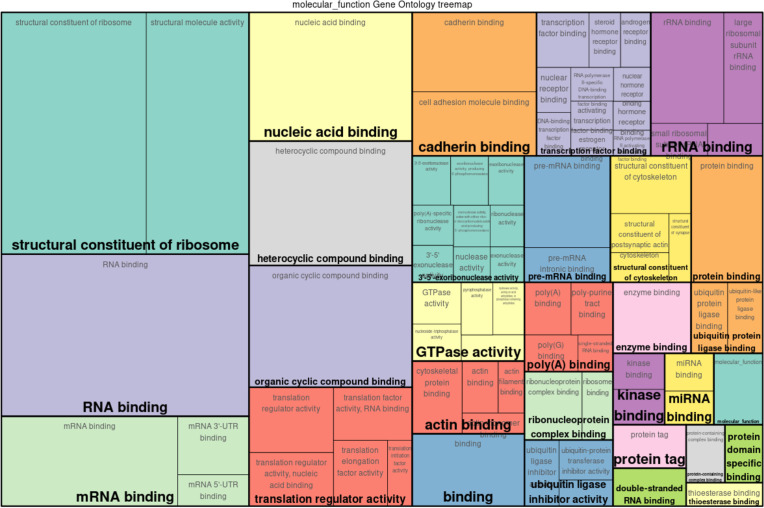
Tree map illustrating GO annotation associated with DEGs. The boxes are organized into clusters corresponding to the upper hierarchy GO-term which are highlighted in bold letters. Relative block size indicates the frequency of associated genes within categories.

### Protein-protein interaction (PPI) analysis of DEGs

To overview of functional relationship between DEGs, protein-protein interaction (PPI) analysis was performed. The resulting network, as illustrated in Fig 5, highlights key molecular complexes and their interactions. 

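Of 25 genes on a list of hnRNP genes fixed in advance, 24 were in the counts with at least 1 count and 15 were tested. Of the 15, 12 had a log2 (fold change) above 0 and 4 were called up-regulated, 3 when adjusted over the list alone. The called genes were HNRNPA2B1, with 0, 1 and 2 counts in the control libraries and 113, 128 and 121 in the stimulated libraries, and HNRNPK, PCBP1 and HNRNPAB, which had no control counts. Against a floor of 3 counts over the control group these 3 genes were at least 2.16-fold, 1.85-fold and 1.18-fold higher, but without Control-3 the same floor gives 0.677, 0.580 and 0.369 and so no lower limit above 1. HNRNPA2B1 was not past the limit without Stimulated-3 (1.98, adjusted p = 0.0506 in the edgeR test), and HNRNPAB was called in 2 of the 3 fits that left out 1 library and tested it. The median log2 (fold change) of the 15 genes was 1.67, and 0.57 with genes without control counts set to their bound. Leaving out the rRNA genes, 11 of 14 genes lay above 0 with TMM, 7 of 14 with library totals only and 13 of 24 in DESeq2. The median over the 15 genes lay at percentile 91.3 of the random matched lists. The camera test gave an adjusted p of 0.515 for the direction up and fry gave 0.00754, and fry tests the list against 0 and not against the other genes. Without the filter on low counts, camera gave an adjusted p of 1.15e-09 for the direction up over 24 genes. The ribosomal protein, actin cytoskeleton, translation factor and ubiquitin lists were then also up and past the limit, and the innate immune list was not. The result without the filter is therefore not particular to the hnRNP list, and whether this list differed from the other genes depended on the filter. The list took 1.34% ± 0.833 (SD, n = 3) of the counts on genes other than rRNA in the control group and 3.14% ± 0.0857 (SD, n = 3) in the stimulation group (exact two-sided permutation test, p = 0.1).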

Prominent clusters included the ribosomal complex (both 40S and 60S subunits), Nop56p-associated pre-rRNA complex, and heterogeneous nuclear ribonucleoproteins (HNRP) proteins.

**Fig 5:**
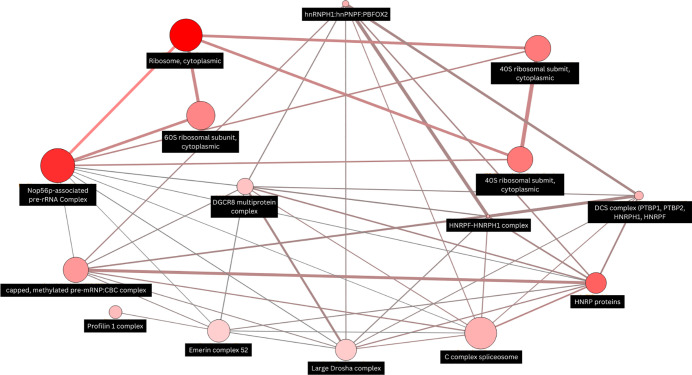
Protein-protein interaction (PPI) analysis of DEGs. Map node size and color to degree, low values to small sizes and dark colors. Map connecting line width indicates the strength of interactions.

### Validation of DEGs by qRT-PCR

Validation of the accuracy of RNA-Seq results were performed by selecting (based on their relevance to immune response and statistical significance) 10 genes (9 up-regulated and 1 down-regulated) with qRT-PCR testing keeping *GAPDH* gene as internal control. The results showed that the relative expression of the selected genes was consistent with RNA-Seq results, indicating that the study was reliable (Fig 6).

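The qRT-PCR values were not part of the deposited counts. The methods and the results of the paper give different numbers of genes for qRT-PCR, so the genes with primers in S1 Table were taken. In the RNA-Seq counts, 5 of these were tested, HNRNPL, HNRNPF, HNRNPDL, HNRNPH1 and DDX5, and the remaining gene, NEFM, was below the filter on low counts. HNRNPL had 0, 0 and 1 control counts and 48, 37 and 59 stimulated counts, a ratio of pooled TMM-normalized rates of 7.07 (exact 95% interval 1.25 to 281, adjusted p = 0.0581 in edgeR's quasi-likelihood test), and it was past the limit without Control-1 (3.00 on the log2 scale), Control-2 (3.17) or Control-3 (7.97). HNRNPF had 0, 0 and 1 control counts and 24, 36 and 36 stimulated counts, a ratio of 4.71 (0.826 to 188, adjusted p = 0.146), and was called without Control-3 (7.39). Both were called by DESeq2 at its defaults, HNRNPL with 5.31 (adjusted p = 2.98e-04) and HNRNPF with 4.75 (adjusted p = 0.00257). GAPDH, the internal control of the qRT-PCR, had 0, 0 and 2 counts in the control libraries and 17, 11 and 21 in the stimulated libraries. It was below the filter on low counts, with a ratio of 1.20 (0.316 to 10.2), and DESeq2 at its defaults gave it a log2 (fold change) of 3.20 (standard error 1.42, unadjusted p = 0.0242, adjusted p = 0.0737). Without Control-3, when its control counts were 0, edgeR called GAPDH up-regulated (6.43, adjusted p = 0.0244), as did DESeq2 on genes with 5 counts, chosen after seeing the values (3.17, adjusted p = 0.0398). These settings called 322 and 302 genes up-regulated in all. No other setting that fitted GAPDH called it. Its values there ran from 0.11 in DESeq2 without the rRNA genes, chosen after seeing the data, to 3.20 in DESeq2 at its defaults.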

**Fig 6:**
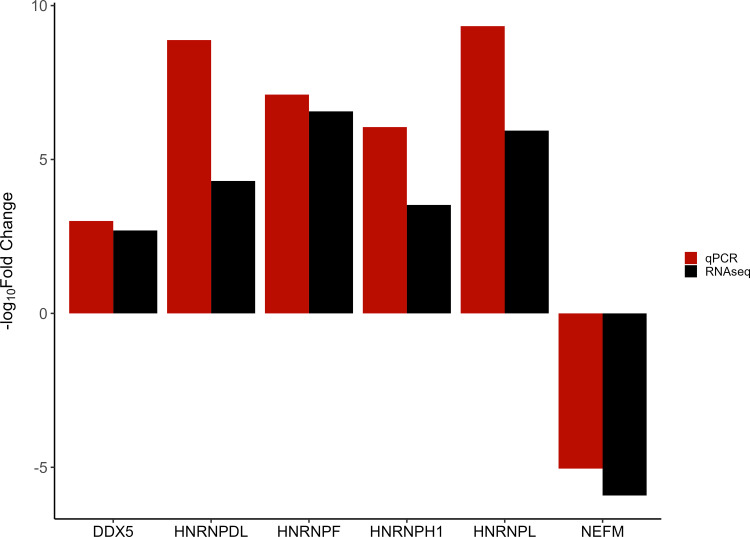
mRNA expression levels of selected DEGs quantified by qRT-PCR. *GAPDH* was used as internal control and data represented as -log10 of fold change (*n* = 3 samples per group).

## Discussion

Mastitis is a common disease in dairy animals, but its impact extends to meat flocks as reduced milk production in ewes can lead to suboptimal growth. The most prevalent microorganism in small ruminant intramammary infections is *Staphylococci*, and certain stains of *S. aureus* are responsible for clinical and sub clinical mastitis in ewes [35]. Studies have shown that *S. aureus* causes significant impact on the health of the udder by adhering to mammary epithelial cells, leading to tissue damage and self-protection from the host immune system [36,37]. It is important to deepen the understanding of this infection and response of the mammary tissue at an intra molecular level. The current study was designed to assess the response of oMECs using high-throughput sequencing of total RNA after stimulation with *S. aureus*. Identification of DEGs, their pathway enrichment, and functional annotation analysis contributed to the better understanding of *S. aureus* infection and its immunological and biological implications, especially in sheep.

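The counts deposited per gene were 0.317%, 0.168% and 1.17% of the clean reads that Table 1 of the paper gives for Control-1, Control-2 and Control-3. For Stimulated-1, Stimulated-2 and Stimulated-3 they were 4.83%, 6.36% and 6.12%. The mean was 0.551% ± 0.539 (SD, n = 3) in the control group and 5.77% ± 0.822 (SD, n = 3) in the stimulation group (exact two-sided permutation test, p = 0.1, the smallest p for 3 against 3). Table 1 gives rounded numbers of clean reads, which limits the precision of these shares.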

In current study the on average 0.5 million clean reads were mapped with the sheep genome while 38% of reads were not accomplished with the reference genome. This was probably due to lack of genome information availability for sheep. The high degree of duplicate reads (70–95%) in RNA-Seq data suggested by [38] can be attributed not only to PCR amplification but also to read mapping space saturation caused by real biology of high expression levels. The high duplicate read proportion in our dataset likely reflects the dominance of a small subset of highly expressed transcripts rather than sequencing artefacts, consistent with previous RNA-Seq reports, and does not undermine DEG reliability.

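The 10 genes with the highest mean CPM took 75.6%, 87.7% and 52.3% of the counts in the control libraries and 8.89%, 8.52% and 8.72% in the stimulated libraries. The means were 71.9% ± 18.0 (SD, n = 3) and 8.71% ± 0.186 (SD, n = 3), a difference larger than the spread within either group (exact two-sided permutation test, p = 0.1). Of these 10 genes, 6 were of the rRNA class, and the other 4 were LOC101111229, ACTB, LOC101103351 and PABPC1. With the rRNA genes left out, chosen after seeing the data, the 10 most abundant remaining genes took 6.48% ± 3.55 and 6.97% ± 0.0538 (SD, n = 3 in each group). When every library was thinned to 840 counts, 199.8 ± 124 genes were detected in the control group and 525 ± 1.75 in the stimulation group (SD, n = 3, exact two-sided permutation test, p = 0.1). With the 10 most abundant genes removed before thinning, the numbers were 90.2 ± 8.88 and 94.5 ± 0.272 at 103 counts per library (exact two-sided permutation test, p = 0.7).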

Here we screened 175 DEGs with p ≤ 0.05 and | log2 (fold change) | ≥ 1 in oMECs, 172 genes were up-regulated while 3 were down-regulated. Chen *et al*. [1] identified a total of 186 DEGs in bovine mammary epithelial cells after treatment with *S. aureus*, of which 31 were up-regulated while 155 DEGs were down-regulated. In another study, 259 DEGs were identified following the treatment of *S. aureus* on bovine mammary epithelial cells, with 124 DEGs displaying up-regulation while 135 were down-regulated [17]. A total of 194 DEGs were identified after an intra-mammary injection of *S. aureus* in cow, 154 were up-regulated and 40 genes were down-regulated [39]. Variations and distinctions in expression trends were noted from prior studies, and might be attributed to differences in experimental design, as well as variation in the genetic makeup of animal species and microbial strain.

Several DEGs of current study are involved in host-pathogen interactions and responding to foreign stimuli. Among top 25 DEGs, the upregulation of *RPS19* gene mediate cap-dependent translation [40], MIF, ERK and NF-κβ and interact with pathogen proteins [39] during the immune signaling. 

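RPS19 had counts in all 6 libraries, with 1, 1 and 3 in the control group and 173, 176 and 193 in the stimulation group. Its log2 (fold change) was 2.40 (standard error 0.60, adjusted p = 7.04e-04, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Each fit that left out 1 library called it, with values between 1.77 and 4.48.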

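RPS14 had 2, 0 and 9 counts in the control libraries and 203, 196 and 163 in the stimulated libraries, with a log2 (fold change) of 1.35 (standard error 0.51, adjusted p = 0.0263, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The call was lost without Stimulated-1 (0.67), Stimulated-2 (0.72) or Stimulated-3 (0.87), and without Control-3 the value was 4.49. TLR4 had no counts in any of the 6 libraries.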

*RPS14* influences TLR-4 pathway in recognizing the *S. aureus* and initiating the immune system during the mammary gland infection [41–43]. 

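Of the hnRNP genes HNRNPDL, HNRNPA0, HNRNPH1 and HNRNPM, none was called in the edgeR fit with TMM on all 6 libraries, where HNRNPA0 was below the filter on low counts and not tested. Without Control-3 all 4 were called up-regulated, with a log2 (fold change) of 6.85 for HNRNPDL, 6.34 for HNRNPA0, 2.72 for HNRNPH1 and 7.21 for HNRNPM. HNRNPDL had 0, 0 and 1 control counts and 21, 26 and 19 stimulated counts, a ratio of pooled TMM-normalized rates of 3.24 (exact 95% interval 0.562 to 130, adjusted p = 0.333 in edgeR's quasi-likelihood test). HNRNPH1 had 1, 0 and 2 control counts and 26, 28 and 28 stimulated counts, a ratio of 1.34 (0.443 to 6.64, adjusted p = 0.741). HNRNPM had 0, 0 and 1 control counts and 22, 34 and 29 stimulated counts, a ratio of 4.17 (0.729 to 167, adjusted p = 0.206). HNRNPA0 had 0, 0 and 1 control counts and 18, 17 and 11 stimulated counts, a ratio of 2.26 (0.386 to 91.1). With DESeq2 at its defaults, calls were made for HNRNPDL (adjusted p = 0.0163), HNRNPH1 (0.0269) and HNRNPM (0.00477). For HNRNPH1, with the rRNA genes left out, the log2 (fold change) was 0.41 with TMM and -0.34 with library totals only.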

Multiple members of the heterogeneous nuclear ribonucleoproteins (hnRNPs) family such as *hnRNPDL*, *hnRNPA0*, *hnRNPH1* and *hnRNPM* were up regulated in current study. This family is conserved for RNA-binding proteins that have a critical role in cellular processes, including transcription, post-transcriptional modification, and translation [44]. HnRNPs regulate innate as well as adaptive immunity in response to bacterial infections [45] such as HnPNPA0 binds to specific sequence of inflammatory genes including *TNF-α* and *IL-6*, controlling the inflammatory response [46]. Up regulation of *hnRNPM* after 4 hours of *Salmonella* infection stimulated the chemokine receptor *CCRL2*, the regulator of NF-κB (*NFKBIZ*) pathway [47]. Another up regulated gene *ACTB* have also role in cell migration, invasion, and dysregulation of cytoskeleton [48]. The gene ontology functional enrichment analysis also revealed that most of differentially expressed genes were involved in the molecular function of structural constituent and molecular activity of ribosomes, indicating that the protein synthesis machinery was disturbed in MECs after the stimulation with the *S. aureus*. 

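S2 Table holds 42 genes of the ribosomal protein list, 12 of the hnRNP list, 10 of the actin cytoskeleton list, 9 of the ubiquitin list and 8 of the translation factor list. In DESeq2 at its defaults on all genes with a count, 42 of the 46 ribosomal protein genes with an adjusted p were called up-regulated, against 163 of the 774 other genes (two-sided Fisher's exact test, odds ratio 39.2, adjusted p = 6.43e-22 over 6 lists). The hnRNP list had 12 calls among 20 genes (odds ratio 4.71, adjusted p = 0.00241) and the ubiquitin list 9 among 17 (odds ratio 3.48, adjusted p = 0.0374). The actin cytoskeleton list had 10 calls among 26 genes (adjusted p = 0.167) and the translation factor list 10 among 28 (adjusted p = 0.224). In the edgeR fit with TMM the same test gave odds ratios below 1 for these 4 lists, 0.740 for hnRNP, 0.408 for ubiquitin, 0.327 for actin cytoskeleton and 0.679 for translation factor genes, with adjusted p of 0.778, 0.778, 0.585 and 0.778 over 5 lists. The paper takes its gene ontology enrichment analysis as indicating a disturbed protein synthesis machinery, and that analysis was not repeated here.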

The *S. aureus* invasion of MECs involves an active participation of cytoskeleton of mammary tissue and host translation response is well reported [49,50]. Cytoskeleton plays a significant role in all aspects of immune system function at all levels of infection, from the early immune cell development to the later stages of immune responses, including recruitment, migration, signaling, and activation of both innate and adaptive immune components [51]. The *S. aureus* modulated cytoskeleton of MECs during the internalization process using actin-dependent cytoskeleton pathway [52]. Taken together, these results suggested that there was unbalanced immune suppression along with the activation of inflammatory immune response and cell damage observed with the *in vitro* stimulation of oMECs with *S. aureus*, providing a deeper insight into the responsible mechanisms. These genes integrate into key innate immune pathways including TLR, NF-κB, NOD-like receptor, and MAPK signaling, thereby linking transcriptional changes to functional immune outcomes in oMECs. Furthermore, these transcriptomic shifts highlight immune targets that might be complemented by interventions with dual antibacterial and antioxidant activity, such as copper nanoparticles [53].

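In a list of 81 genes of the TLR, NF-κB, NOD-like receptor and MAPK pathways and their targets, fixed in advance, 70 genes were in the counts and 24 had at least 1 count. None passed the filter on low counts, so that the list was not tested in the edgeR fit, and none is in S2 Table. The list held 2, 0 and 9 counts in the control libraries and 71, 62 and 50 in the stimulated libraries. Of the counts on genes other than rRNA this was 0.274% ± 0.257 (SD, n = 3) in the control group and 0.260% ± 0.0477 (SD, n = 3) in the stimulation group (exact two-sided permutation test, p = 0.9). A list of induced innate immune genes, fixed in advance, took 0.0116% ± 0.0201 (SD, n = 3) and 0.0685% ± 0.0421 (SD, n = 3) in these groups (exact two-sided permutation test, p = 0.2). NFKBIA had 0, 0 and 1 control counts and 17, 14 and 3 stimulated counts, a ratio of pooled TMM-normalized rates of 1.67 (exact 95% interval 0.280 to 67.9). MAP2K1 had 1, 0 and 1 against 7, 5 and 12 counts, a ratio of 0.589 (0.146 to 5.14), and TAB2 had 0, 0 and 2 against 8, 8 and 4, a ratio of 0.491 (0.119 to 4.33). TNF, IL6 and CCRL2 had no counts in any library, and NFKBIZ had 2 counts in Stimulated-1 alone. Since a gene without counts could still make up 118 to 124 CPM in a stimulated library, 0 counts do not show that a gene was not expressed. In DESeq2 at its defaults, 3 genes of the list (NFKBIA, MAP2K1 and TAB2) had an adjusted p, the smallest unadjusted p among them was 0.0580, and none was called, and on all genes with a count camera gave an adjusted p of 0.919.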

Beyond the immunological context, the transcriptomic data of the current study also provides insights into fundamental cellular and molecular mechanisms that underpin the response of oMECs to *S. aureus* stimulation. The regulation of several DEGs such as *ACTB*, *ACTG1*, and *CDC42* underscores the critical involvement of the cytoskeleton in maintaining cellular integrity and facilitating pathogen internalization, as well as subsequent intracellular trafficking [53,54]. Moreover, transcriptional changes in genes associated with protein synthesis and cellular metabolism, such as *EEF1A1* and *RPS14*, suggest a diversion of host cellular machinery to address the metabolic demands imposed by bacterial invasion [55]. These molecular adaptations mirror findings in similar transcriptomic studies on mammary epithelial cells in livestock [56], emphasizing conserved host cellular mechanisms during bacterial infections. These observations complement the immunological findings, thus presenting a comprehensive understanding of how *S. aureus* interacts with oMECs at both cellular and molecular levels.

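ACTG1, which encodes gamma-actin, had 1, 0 and 23 counts in the control libraries and 111, 135 and 111 in the stimulated libraries. Its log2 (fold change) was -0.40 with TMM (standard error 0.38, adjusted p = 0.445, edgeR's quasi-likelihood test), 1.34 with library totals only and 2.83 in DESeq2 at its defaults. The ratio of pooled TMM-normalized rates was 0.730, while the mean TMM-normalized CPM was 3721 ± 5345 (SD, n = 3) in the control group and 5143 ± 424 (SD, n = 3) in the stimulation group, so that its direction depended on the scaling and, with TMM, on how the libraries were weighed. Without Control-3 it was 4.83 and called up-regulated, and without Stimulated-2 it was -1.10 and called down-regulated. CDC42 had 1, 0 and 1 control counts and 11, 11 and 27 stimulated counts, was below the filter on low counts, and had a ratio of pooled TMM-normalized rates of 1.20 (exact 95% interval 0.316 to 10.2). In a list of 45 actin cytoskeleton genes fixed in advance, 39 had counts and 14 were tested, 7 of them with a log2 (fold change) above 0. PFN1 and ARPC1B were called up-regulated, while TLN1 and MYH9, whose control counts (13 and 20) all came from Control-3, were called down-regulated with TMM and had positive values in DESeq2 at its defaults. The median of the list was 0.04, at percentile 8.5 of the random matched lists, with an adjusted p of 0.515 from camera for the direction down. The list took 3.37% ± 2.10 (SD, n = 3) of the counts on genes other than rRNA in the control group and 4.22% ± 0.208 (SD, n = 3) in the stimulation group (exact two-sided permutation test, p = 0.9).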

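EEF1A1, which encodes a translation elongation factor, had no counts in the control libraries and 37, 39 and 33 in the stimulated libraries. It was at least 1.78-fold higher in the stimulation group against a floor of 3 counts over the control group (adjusted p = 0.0174, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). This bound rests on Control-3, without which the same floor gives 0.559-fold and so no lower limit above 1. The translation factor list took 2.73% ± 2.02 (SD, n = 3) of the counts on genes other than rRNA in the control group and 4.09% ± 0.0954 (SD, n = 3) in the stimulation group, a difference within the spread of the control libraries (exact two-sided permutation test, p = 0.4).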

## Conclusions

In this study, we evaluated the immune and cellular response of *S. aureus* stimulated oMECs through whole transcriptome profiling. When *S. aureus* invades ovine mammary epithelial cells, it triggers an immune response, activates transcriptional machinery, and induces the expression of genes related to immunity, diseases, and cell damage. The DEGs may be critical in understanding molecular mechanisms prevailing with the invasion of *S. aureus* in oMECs. This study provides novel insight that could lay a foundation for the screening of the genes related to mastitis resistance specific to *S. aureus* origin thus help in the selection of mastitis resistant animals.

## Supporting information

S1 Fig The identification and validation of ovine mammary epithelial cells before *S. aureus* treatment. (a) Optical microscope image of cells at 200 μm scale (b) The expression of EpCAM gene, the surface cell marker of mammary epithelial cells.
(TIF)

S2 Fig PCA plot of control (red) and *S. aureus* stimulated (blue) group.

S3 Fig Dispersion plot of shrink gene-wise dispersion estimates towards the GLM fitted line.

S4 Fig Tree map illustrating biological processes of GO annotation associated with DEGs. The boxes are organized into clusters corresponding to the upper hierarchy GO-term which are highlighted in bold letters.
(TIF)

S5 Fig Tree map illustrating biological processes of GO annotation associated with DEGs. The boxes are organized into clusters corresponding to the upper hierarchy GO-term which are highlighted in bold letters.
(TIF)

S1 Table List of primers used for qRT-PCR.

S2 Table List of differentially expressed genes as compared to control (non-stimulated) ovine epithelial cells with *S. aureus in vitro.*

## References

[1] ChenY, JingH, ChenM, LiangW, YangJ, DengG, et al. Transcriptional Profiling of Exosomes Derived from Staphylococcus aureus-Infected Bovine Mammary Epithelial Cell Line MAC-T by RNA-Seq Analysis. Oxid Med Cell Longev. 2021;2021:8460355. doi: 10.1155/2021/8460355 34367468 PMC8342165

[2] NaleJY, McEwanNR. Bacteriophage Therapy to Control Bovine Mastitis: A Review. Antibiotics (Basel). 2023;12(8):1307. doi: 10.3390/antibiotics12081307 37627727 PMC10451327

[3] Morales-UbaldoAL, Rivero-PerezN, Valladares-CarranzaB, Velázquez-OrdoñezV, Delgadillo-RuizL, Zaragoza-BastidaA. Bovine mastitis, a worldwide impact disease: Prevalence, antimicrobial resistance, and viable alternative approaches. Vet Anim Sci. 2023;21:100306. doi: 10.1016/j.vas.2023.100306 37547227 PMC10400929

[4] MørkT, WaageS, TollersrudT, KvitleB, SvilandS. Clinical mastitis in ewes; bacteriology, epidemiology and clinical features. Acta Vet Scand. 2007;49(1):23. doi: 10.1186/1751-0147-49-23 17892567 PMC2048968

[5] TomanićD, SamardžijaM, KovačevićZ. Alternatives to Antimicrobial Treatment in Bovine Mastitis Therapy: A Review. Antibiotics (Basel). 2023;12(4):683. doi: 10.3390/antibiotics12040683 37107045 PMC10135164

[6] HalasaT, HuijpsK, ØsteråsO, HogeveenH. Economic effects of bovine mastitis and mastitis management: a review. Vet Q. 2007;29(1):18–31. doi: 10.1080/01652176.2007.9695224 17471788

[7] ZigoF, VasiľM, ElečkoJ, ZigováM, FarkašováZ. Mastitis pathogens and their resistance against antimicrobial agents in herds of dairy cows situated in marginal parts of Slovakia. Potr S J F Sci. 2018;12(1):285–91. doi: 10.5219/905

[8] NadiWG, AhmedLI, AwadAAN, TaherEM. Occurrence, Antimicrobial Resistance, and Virulence of Staphylococcus aureus, Escherichia coli, and Pseudomonas aeruginosa Isolated from Dairy Products. Int J Vet Sci. 2023. doi: 10.47278/journal.ijvs/2023.079

[9] TorunMM, EkiciS, DincerS, KaraI, ÖzmenA, PiyadeogluD, et al. Comparison of Virulence, Resistance Genes, and SCCmec Types in CoNS and Staphylococcus aureus Strains Isolated from Raw Cow Milk Samples. Kafkas Univ Vet Fak Derg. 2025. doi: 10.9775/kvfd.2024.32896

[10] Islas-RodrìguezAE, MarcelliniL, OrioniB, BarraD, StellaL, MangoniML. Esculentin 1-21: a linear antimicrobial peptide from frog skin with inhibitory effect on bovine mastitis-causing bacteria. J Pept Sci. 2009;15(9):607–14. doi: 10.1002/psc.1148 19507197

[11] WangM, BissonnetteN, LaterrièreM, DudemaineP-L, GagnéD, RoyJ-P, et al. Gene co-expression in response to Staphylococcus aureus infection reveals networks of genes with specific functions during bovine subclinical mastitis. J Dairy Sci. 2023;106(8):5517–36. doi: 10.3168/jds.2022-22757 37291036

[12] SharunK, DhamaK, TiwariR, GugjooMB, Iqbal YatooM, PatelSK, et al. Advances in therapeutic and managemental approaches of bovine mastitis: a comprehensive review. Vet Q. 2021;41(1):107–36. doi: 10.1080/01652176.2021.1882713 33509059 PMC7906113

[13] AhmadiA, KhezriA, NørstebøH, AhmadR. A culture-, amplification-independent, and rapid method for identification of pathogens and antibiotic resistance profile in bovine mastitis milk. Front Microbiol. 2023;13:1104701. doi: 10.3389/fmicb.2022.1104701 36687564 PMC9852903

[14] KoberAKMH, SahaS, IslamMA, RajokaMSR, FukuyamaK, AsoH, et al. Immunomodulatory Effects of Probiotics: A Novel Preventive Approach for the Control of Bovine Mastitis. Microorganisms. 2022;10(11):2255. doi: 10.3390/microorganisms10112255 36422325 PMC9692641

[15] AjoseDJ, OluwarindeBO, AbolarinwaTO, FriJ, MontsoKP, FayemiOE, et al. Combating Bovine Mastitis in the Dairy Sector in an Era of Antimicrobial Resistance: Ethno-veterinary Medicinal Option as a Viable Alternative Approach. Front Vet Sci. 2022;9:800322. doi: 10.3389/fvets.2022.800322 35445101 PMC9014217

[16] WangX, SuF, YuX, GengN, LiL, WangR, et al. RNA-Seq Whole Transcriptome Analysis of Bovine Mammary Epithelial Cells in Response to Intracellular Staphylococcus aureus. Front Vet Sci. 2020;7:642. doi: 10.3389/fvets.2020.00642 33426011 PMC7793973

[17] ChengWN, HanSG. Bovine mastitis: risk factors, therapeutic strategies, and alternative treatments - A review. Asian-Australas J Anim Sci. 2020;33(11):1699–713. doi: 10.5713/ajas.20.0156 32777908 PMC7649072

[18] Costa-SilvaJ, DominguesD, LopesFM. RNA-Seq differential expression analysis: An extended review and a software tool. PLoS One. 2017;12(12):e0190152. doi: 10.1371/journal.pone.0190152 29267363 PMC5739479

[19] HrdlickovaR, ToloueM, TianB. RNA-Seq methods for transcriptome analysis. Wiley Interdiscip Rev RNA. 2017;8(1):10.1002/wrna.1364. doi: 10.1002/wrna.1364 27198714 PMC5717752

[20] KosciuczukEM, LisowskiP, JarczakJ, MajewskaA, RzewuskaM, ZwierzchowskiL, et al. Transcriptome profiling of Staphylococci-infected cow mammary gland parenchyma. BMC Vet Res. 2017;13(1):161. doi: 10.1186/s12917-017-1088-2 28587645 PMC5477815

[21] MortazaviA, WilliamsBA, McCueK, SchaefferL, WoldB. Mapping and quantifying mammalian transcriptomes by RNA-Seq. Nat Methods. 2008;5(7):621–8. doi: 10.1038/nmeth.1226 18516045 PMC13303166

[22] SoonWW, HariharanM, SnyderMP. High-throughput sequencing for biology and medicine. Mol Syst Biol. 2013;9:640. doi: 10.1038/msb.2012.61 23340846 PMC3564260

[23] YanZ, HuangH, FreebernE, SantosDJA, DaiD, SiJ, et al. Integrating RNA-Seq with GWAS reveals novel insights into the molecular mechanism underpinning ketosis in cattle. BMC Genomics. 2020;21(1):489. doi: 10.1186/s12864-020-06909-z 32680461 PMC7367229

[24] ChenQ, HeG, ZhangW, XuT, QiH, LiJ, et al. Stromal fibroblasts derived from mammary gland of bovine with mastitis display inflammation-specific changes. Sci Rep. 2016;6:27462. doi: 10.1038/srep27462 27272504 PMC4895242

[25] WangX, XiuL, HuQ, CuiX, LiuB, TaoL, et al. Deep sequencing-based transcriptional analysis of bovine mammary epithelial cells gene expression in response to in vitro infection with Staphylococcus aureus stains. PLoS One. 2013;8(12):e82117. doi: 10.1371/journal.pone.0082117 24358144 PMC3864865

[26] OmalekiL, BrowningGF, AllenJL, BarberSR. The role of Mannheimia species in ovine mastitis. Veter Microbiol. 2011;153(1–2):67–72. doi: 10.1016/j.vetmic.2011.03.02421511411

[27] PageP, EvansM, PhythianC, VasileiouN, CrillyJ. Mastitis in meat sheep. Livestock. 2021;26(5):248–53. doi: 10.12968/live.2021.26.5.248

[28] Chopra-DewasthalyR, KorbM, BrunthalerR, ErtlR. Comprehensive RNA-Seq Profiling to Evaluate the Sheep Mammary Gland Transcriptome in Response to Experimental Mycoplasma agalactiae Infection. PLoS One. 2017;12(1):e0170015. doi: 10.1371/journal.pone.0170015 28081235 PMC5231372

[29] BonnefontCMD, ToufeerM, CaubetC, FoulonE, TascaC, AurelM-R, et al. Transcriptomic analysis of milk somatic cells in mastitis resistant and susceptible sheep upon challenge with Staphylococcus epidermidis and Staphylococcus aureus. BMC Genomics. 2011;12:208. doi: 10.1186/1471-2164-12-208 21527017 PMC3096985

[30] BachK, PensaS, GrzelakM, HadfieldJ, AdamsDJ, MarioniJC, KhaledWT. Differentiation dynamics of mammary epithelial cells revealed by single-cell RNA sequencing. Nat Commun. 2017;8(1):1–11. doi: 10.1038/s41467-017-02001-529225342 PMC5723634

[31] Al-JanabiSAA, SajidGA, NajiAQN, SohelMMH, CinarMU. The Expression Dynamics of Key Immune-Related Genes in Response to Mannheimia Haemolytica in Sheep Alveolar Macrophages In Vitro. Hayvan Bilimi ve Ürünleri Dergisi. 2023;6(1):1–13. doi: 10.51970/jasp.1255946

[32] QuinnTM, CrowleyTJ, TaylorFW, HeninC, JoannotP, JoinY. A multicentury stable isotope record from a New Caledonia coral: Interannual and decadal sea surface temperature variability in the southwest Pacific since 1657 A.D. Paleoceanography. 1998;13(4):412–26. doi: 10.1029/98pa00401

[33] HerwigR, HardtC, LienhardM, KamburovA. Analyzing and interpreting genome data at the network level with ConsensusPathDB. Nat Protoc. 2016;11(10):1889–907. doi: 10.1038/nprot.2016.117 27606777

[34] SajidGA, UddinMJ, Al-JanabiSAA, IbrahimAN, CinarMU. MicroRNA expression profiling of ovine epithelial cells stimulated with the Staphylococcus aureus in vitro. Mamm Genome. 2024;35(4):673–82. doi: 10.1007/s00335-024-10062-3 39215776

[35] Anaya-LópezJL, Contreras-GuzmánOE, Cárabez-TrejoA, Baizabal-AguirreVM, López-MezaJE, Valdez-AlarcónJJ, et al. Invasive potential of bacterial isolates associated with subclinical bovine mastitis. Res Vet Sci. 2006;81(3):358–61. doi: 10.1016/j.rvsc.2006.02.002 16624358

[36] BouchardDS, RaultL, BerkovaN, Le LoirY, EvenS. Inhibition of Staphylococcus aureus invasion into bovine mammary epithelial cells by contact with live Lactobacillus casei. Appl Environ Microbiol. 2013;79(3):877–85. doi: 10.1128/AEM.03323-12 23183972 PMC3568545

[37] LappalainenT, SammethM, FriedländerMR, ’t HoenPAC, MonlongJ, RivasMA, et al. Transcriptome and genome sequencing uncovers functional variation in humans. Nature. 2013;501(7468):506–11. doi: 10.1038/nature12531 24037378 PMC3918453

[38] FangL, HouY, AnJ, LiB, SongM, WangX, et al. Genome-Wide Transcriptional and Post-transcriptional Regulation of Innate Immune and Defense Responses of Bovine Mammary Gland to Staphylococcus aureus. Front Cell Infect Microbiol. 2016;6:193. doi: 10.3389/fcimb.2016.00193 28083515 PMC5183581

[39] ChengE, HaqueA, RimmerMA, HusseinITM, SheemaS, LittleA, et al. Characterization of the Interaction between hantavirus nucleocapsid protein (N) and ribosomal protein S19 (RPS19). J Biol Chem. 2011;286(13):11814–24. doi: 10.1074/jbc.M110.210179 21296889 PMC3064232

[40] ZhouX, LiaoW-J, LiaoJ-M, LiaoP, LuH. Ribosomal proteins: functions beyond the ribosome. J Mol Cell Biol. 2015;7(2):92–104. doi: 10.1093/jmcb/mjv014 25735597 PMC4481666

[41] RibezzoF, SnoerenIAM, ZieglerS, StoelbenJ, OlofsenPA, HenicA, et al. Rps14, Csnk1a1 and miRNA145/miRNA146a deficiency cooperate in the clinical phenotype and activation of the innate immune system in the 5q- syndrome. Leukemia. 2019;33(7):1759–72. doi: 10.1038/s41375-018-0350-3 30651631

[42] GuoY-F, XuN-N, SunW, ZhaoY, LiC-Y, GuoM-Y. Luteolin reduces inflammation in Staphylococcus aureus-induced mastitis by inhibiting NF-kB activation and MMPs expression. Oncotarget. 2017;8(17):28481–93. doi: 10.18632/oncotarget.16092 28415707 PMC5438666

[43] SudhakaranM, DoseffAI. Role of Heterogeneous Nuclear Ribonucleoproteins in the Cancer-Immune Landscape. Int J Mol Sci. 2023;24(6):5086. doi: 10.3390/ijms24065086 36982162 PMC10049280

[44] WestKO, ScottHM, Torres-OdioS, WestAP, PatrickKL, WatsonRO. The Splicing Factor hnRNP M Is a Critical Regulator of Innate Immune Gene Expression in Macrophages. Cell Rep. 2019;29(6):1594-1609.e5. doi: 10.1016/j.celrep.2019.09.078 31693898 PMC6981299

[45] RousseauS, MorriceN, PeggieM, CampbellDG, GaestelM, CohenP. Inhibition of SAPK2a/p38 prevents hnRNP A0 phosphorylation by MAPKAP-K2 and its interaction with cytokine mRNAs. EMBO J. 2002;21(23):6505–14. doi: 10.1093/emboj/cdf639 12456657 PMC136943

[46] WagnerAR, ScottHM, WestKO, VailKJ, FitzsimonsTC, ColemanAK, et al. Global Transcriptomics Uncovers Distinct Contributions From Splicing Regulatory Proteins to the Macrophage Innate Immune Response. Front Immunol. 2021;12:656885. doi: 10.3389/fimmu.2021.656885 34305890 PMC8299563

[47] GuY, TangS, WangZ, CaiL, LianH, ShenY, et al. A pan-cancer analysis of the prognostic and immunological role of β-actin (ACTB) in human cancers. Bioengineered. 2021;12(1):6166–85. doi: 10.1080/21655979.2021.197322034486492 PMC8806805

[48] AlmeidaRA, MatthewsKR, CifrianE, GuidryAJ, OliverSP. Staphylococcus aureus invasion of bovine mammary epithelial cells. J Dairy Sci. 1996;79(6):1021–6. doi: 10.3168/jds.S0022-0302(96)76454-8 8827466

[49] KnapP, TebaldiT, Di LevaF, BiagioliM, Dalla SerraM, VieroG. The Unexpected Tuners: Are LncRNAs Regulating Host Translation during Infections? Toxins (Basel). 2017;9(11):357. doi: 10.3390/toxins9110357 29469820 PMC5705972

[50] MouldingDA, RecordJ, MalinovaD, ThrasherAJ. Actin cytoskeletal defects in immunodeficiency. Immunol Rev. 2013;256(1):282–99. doi: 10.1111/imr.12114 24117828 PMC3884764

[51] GüntherJ, PetzlW, BauerI, PonsuksiliS, ZerbeH, SchuberthH-J, et al. Differentiating Staphylococcus aureus from Escherichia coli mastitis: S. aureus triggers unbalanced immune-dampening and host cell invasion immediately after udder infection. Sci Rep. 2017;7(1):4811. doi: 10.1038/s41598-017-05107-4 28684793 PMC5500526

[52] ZafarR, AbbasiN, QaisarA, ShoaibM, AlahamriAS, BaazaouiN, et al. The Antibacterial and Antioxidant Potential of Prosopis juliflora-Derived Copper Nanoparticles against Staphylococcus aureus In Mastitis. PVJ. 2025. doi: 10.29261/pakvetj/2025.133

[53] PapaR, PencoF, VolpiS, GattornoM. Actin Remodeling Defects Leading to Autoinflammation and Immune Dysregulation. Front Immunol. 2021;11:604206. doi: 10.3389/fimmu.2020.604206 33488606 PMC7817698

[54] TackenbergH, MöllerS, FilippiM-D, LaskayT. The Small GTPase Cdc42 Is a Major Regulator of Neutrophil Effector Functions. Front Immunol. 2020;11:1197. doi: 10.3389/fimmu.2020.01197 32595647 PMC7304460

[55] VeraM, PaniB, GriffithsLA, MuchardtC, AbbottCM, SingerRH, et al. The translation elongation factor eEF1A1 couples transcription to translation during heat shock response. Elife. 2014;3:e03164. doi: 10.7554/eLife.03164 25233275 PMC4164936

[56] BoutinaudM, HerveL, LollivierV. Mammary epithelial cells isolated from milk are a valuable, non-invasive source of mammary transcripts. Front Genet. 2015;6:323. doi: 10.3389/fgene.2015.00323 26579195 PMC4623414

# Supplementary material for: High throughput transcriptomics analysis of ovine mammary epithelial cells stimulated with Staphylococcus aureus in vitro
**Source:** PLoS One. 2025 Sep 30;20(9):e0333355. doi: 10.1371/journal.pone.0333355
**Supplement:** S1 Table

**Table S1 List of primers used for qRT-PCR**

| **Gene** | **Accession number** | **Primer sequences (5' > 3')** | **Annealing temp. (°C)** |
| --- | --- | --- | --- |
| *NEFM* | NC_056055.1 | **F-**AGGAAGGAGAAACAGAGGCT  **R-**TTTGGAGCCACTTCTTCAGC | 55 |
| *hnRNPL* | GAAI01006198.1 | **F-**TGGTGGAGTTTGAAGATGTGT  **R-**GGAGATTTTCTGGCTGGTAGA | 57 |
| *hnRNPH1* | GAAI01006968.1 | **F-**TGGGGCTCAAGGTATTCGTT  **R-**TCAGGGCCAATTTGACTTCA | 56 |
| *hnRNPF* | GAAI01000117.1 | **F-**TGCAGAATTTCCTCTCCGACT  **R-**TCAACAAAAGCCTCACCACTC | 57 |
| *DDX5* | GAAI01006136.1 | **F-**CATGGATGTGATTGCAAGGC  **R-**TCCCAGATCCAGTTTGTGCT | 58 |
| *hnRNPDL* | GAAI01004148.1 | **F-**AGTGCCTATGGTGGTGATCA  **R-**AGTCTGCATATCCCTGTCCA | 57 |

# Supplementary material for: High throughput transcriptomics analysis of ovine mammary epithelial cells stimulated with Staphylococcus aureus in vitro
**Source:** PLoS One. 2025 Sep 30;20(9):e0333355. doi: 10.1371/journal.pone.0333355
**Supplement:** S2 Table

**Table S2 List of differentially expressed genes as compared to control (non-stimulated) ovine epithelial cells with *S. aureus in vitro***

How the deposited data were processed for this re-analysis (not part of the article)

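RNA was sequenced from cultured ovine mammary epithelial cells, in 3 control libraries and 3 libraries of cells stimulated with S. aureus at an MOI of 600 for 24 hours. According to the methods, the authors removed low-quality reads, adapters, ribosomal RNA reads and PCR duplicates with HTStream and counted the remaining read pairs against the sheep reference with Salmon. The deposited table holds raw counts per gene, as whole numbers without normalization, with 1 column per library. The versions of these tools, the annotation release and the step from transcripts to genes are not named in the text of the paper. The reads themselves were not processed again.

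The table listed 27390 genes. The smallest library held 840 counts and the largest 25451, and a gene without counts could still make up 3 counts of a library. Intervals on shares are 95% Wilson intervals, intervals on ratios of pooled counts are exact 95% intervals, and both cover counting error only.

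Differential expression was computed in R 4.3.3 with edgeR 4.0.16. Genes were kept by edgeR's filterByExpr with the group and its defaults (a minimum count of 10 and a minimum total of 15), libraries were scaled by TMM on their totals over the kept genes, and stimulated cells were compared with control cells by the robust quasi-likelihood F test with a prior count of 0.125. A gene was called at a Benjamini-Hochberg adjusted p below 0.05 and an absolute log2 (fold change) of at least 1. The standard error of a log2 (fold change) was taken as its absolute value divided by the square root of the F statistic. For genes without counts in a group, the fold was bounded with a floor of 3 counts over that group on the TMM effective library sizes. DESeq2 1.42.0 and limma 3.58.1 were run beside edgeR.

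Lists of ribosomal protein, hnRNP, actin cytoskeleton, translation factor, ubiquitin and innate immune genes were tested with camera (inter-gene correlation of 0.01), against 10000 random lists matched on mean expression and by Fisher's exact test on the calls. Lists of induced innate immune genes and of epithelial, milk, fibroblast, leukocyte, erythroid, mitochondrially encoded, stress and reference genes were counted without a test across genes. A list of 60 neural genes was written after neural-type genes had been seen in the control libraries. Shares, totals and numbers of detected genes were compared between groups by exact two-sided permutation tests, whose smallest p with 3 libraries against 3 is 0.1. Genes were detected at equal depth as the mean over 100 random thinnings.

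The tests, lists, limits and alternatives were set before the data were examined, apart from those named as added later and the permutation tests of totals and of list shares, which were not in the plan. The genes named are those that the paper's text, Fig 1, Fig 6 or S1 Table names, the 5 largest changes in each direction among called genes whose groups do not overlap, the 5 genes with the highest mean CPM, and from each list at most the 5 most abundant members and any called member where 5 or fewer were called. The values of S2 Table had been seen when this rule was written. Some genes that this rule covers are not reported here. Other genes named are said to be chosen after their values were seen. EIF4G2, RANBP9, LOC101103351, LOC121818276 and LOC101111229, and the ribosomal protein genes listed by their counts in the control libraries alone, were chosen in that way.

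Alternatives covered the scaling (DESeq2 size factors, library totals only, TMMwsp, totals without the 10 most abundant genes), the filter on low counts, the tool (DESeq2 with and without its filters, limma voom), the prior count, a test against the fold change limit (glmTreat), a replicate block, thinning to the smallest library, and leaving out each library in turn. Upper quartile factors could not be computed, since they were not finite for these libraries. Alternatives added after seeing the data left out the rRNA genes or changed the genes and the filter given to DESeq2.

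The procedure was tested on simulated data with a dispersion of 0.05 and 8-fold changes in 200 genes. At the real depth edgeR recovered 37 of 40 changed genes among the 240 tested and made 6 false calls, and DESeq2 recovered 45 of 147 and made 2 false calls. At 100 times the depth both recovered all 200. A simulated list of 40 genes changed 4-fold was called by camera. Of 50 unchanged lists 0 were called higher and 1 was called in either direction (unadjusted p below 0.05). This simulation of lists ran at a depth many times the real one, without the real difference in rRNA share between the groups. It therefore does not show how camera performs at the real depth.

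Gene classes came from the RefSeq table of the sheep assembly ARS-UI_Ramb_v3.0, in which 25048 symbols were found. It is a later version than the assembly named in the methods and was used only for names and classes. Other computations used Python 3.11 with scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. The qRT-PCR data were not used here.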

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

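The alternatives that leave out the rRNA genes, and DESeq2 on genes with 5 counts, on all listed genes or with its filter set to 0.05, were chosen after the results were seen; the other alternatives were planned. With TMM, 77 genes were called, 64 of them up and 13 down, 90 genes were past the unadjusted limit, 66 calls were shared with S2 Table, and 70.6% of the tested genes lay above 0. Of 26 alternatives, 10 gave a number of changed genes within 1.5 times this one. For the results below the cause was not tested, unless it is named.

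The scaling moved these results. With the DESeq2 size factors in edgeR, 187 genes were called (184 up, 3 down; 188 unadjusted), 138 of them shared with S2 Table, and 97.0% of the tested genes lay above 0. Library totals only gave 153 (148 up, 5 down; 153 unadjusted), 136 shared and 94.9%. TMMwsp gave 4 down-regulated genes and 85.3%. With the rRNA genes left out, TMM gave 65 (58 up, 7 down; 79 unadjusted), 58 shared and 72.7%, so that the direction of the calls stayed one-sided. Library totals without the rRNA genes gave 39 up-regulated and 25 down-regulated genes, 39 shared and 54.5%.

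Without the filter on low counts, 252 genes were called (245 up, 7 down; 811 unadjusted), 157 shared with S2 Table, and 88.3% lay above 0. With at least 5 counts in 3 libraries, 199 genes were past the unadjusted limit and 79.4% lay above 0. When all libraries were thinned to the smallest, 3 genes could be tested and edgeR called 0, with 0 up, 0 down, 0 unadjusted and 0 shared, because too few counts were left.

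DESeq2 at its defaults called 209 genes (205 up, 4 down; 362 unadjusted), 164 shared, with 61.9% of genes above 0. Without its filters it gave 112 up and 2 down (362 unadjusted), 114 shared and 61.9%. With its filter set to 0.05 it gave 198 (194 up, 4 down; 362 unadjusted), 163 shared and 61.9%, and on all listed genes 166 (163 up, 3 down; 362 unadjusted), 161 shared and 61.9%. On genes with 5 counts it gave 307 (302 up, 5 down; 415 unadjusted), 169 shared and 94.9%. Without the rRNA genes it gave 14 (6 up, 8 down; 1330 unadjusted), 6 shared and 5.41%. limma voom called 32 genes (26 up, 6 down; 59 unadjusted), 28 shared. glmTreat, which asks for more than the limit on the fold change, called 51 (41 up), 43 shared.

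With a replicate block, 7 genes were called (2 up, 5 down; 56 unadjusted), 4 shared, with 80.2% above 0. Whether the numbers of the libraries pair them is not known. In the pairing check the deviations of log2 CPM from the group mean correlated between the control and the stimulated library of a number, across genes, with 0.00151, -0.0582 and 0.0335. These values show no pairing but do not exclude it, since counting error in the small control libraries could hide it.

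Leaving out each library in turn gave 35 to 326 changed genes (28 to 322 up, 4 to 17 down; 43 to 334 unadjusted), 29 to 165 shared and 62.2% to 97.9% above 0. The largest numbers came without Control-3 (326 changed). Without Stimulated-1, Stimulated-2 and Stimulated-3, 41, 46 and 35 genes were called among 83, 86 and 82 tested genes, since the filter then kept fewer genes.

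The adjusted p of the ribosomal protein list in camera was 3.82e-04, stayed past the limit under 10 of 14 alternatives, was 0.388 with an estimated correlation, and ranged from 5.54e-07 to 0.449 with each library left out (0.449 without Control-3, 0.0819 without Stimulated-1 and 0.0850 without Stimulated-2). The direction was up in all of them. The hnRNP list (0.515) reached 0.00754 with fry and 1.15e-09 without the filter, and ranged from 0.449 to 0.976 with each library left out, with the direction down without Stimulated-2 (0.976) and Stimulated-3 (0.808). The direction of the actin cytoskeleton list turned to up with fry (0.148) and without the filter (0.00996), that of the translation factor list with fry (0.0547) and without the filter (1.20e-06), and that of the ubiquitin list with fry (0.0257) and without the filter (1.47e-04). fry tests a list against 0 and not against the other genes. With each library left out, the values of the translation factor list and of the ubiquitin list ranged from 0.505 to 0.748, with the direction up without Control-3 (0.538) for the first, and without Control-1 (0.540) and Control-2 (0.505) for the second.

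The difference between the groups in the share of the 10 most abundant genes turned to -0.483 percentage points with the rRNA genes left out, since 6 of these 10 are rRNA genes. The distance between the groups minus the largest within a group turned to -0.0571 with Spearman correlation and -0.212 without the filter, and was 0.0732 with the variance stabilizing transformation. The share of genes whose dispersion moved toward the curve was 98.5% on the tested gene set and 96.9% with a local fit. The difference in genes detected at equal depth (325 genes) fell to 4.31 with the 10 most abundant genes removed before thinning (exact two-sided permutation test, p = 0.7) and to 3.58 with the rRNA genes left out (p = 1 in the same test), where Control-1 (94.7) and Control-3 (96.4) lay above all stimulated libraries. It was 19.5 for genes with at least 5 counts and 317 to 407 with each library left out. Without thinning, and so not at equal depth, it was 3095.

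For the 27 named genes, 643 values were computed under alternatives. Of these, 469 kept direction and side of the limit, 57 fell below the limit, 78 passed it and 39 changed direction, and 19 genes never changed direction. DDX5 (-0.72 with TMM) changed direction with the DESeq2 size factors in edgeR (2.36), library totals only (1.02), TMMwsp (0.15), no filter (1.83), limma voom (0.23), the replicate block (0.71), and DESeq2 at its defaults, without its filters, on all listed genes and with its filter set to 0.05 (2.64 in each) and on genes with 5 counts (2.70). ACTG1 (-0.40) did so under these settings in the same order, with 2.65, 1.34, 0.38, 2.11, 0.20, 0.60, 2.83 in the DESeq2 fits and 2.86 on genes with 5 counts, and with at least 5 counts in 3 libraries (0.20). With library totals without the rRNA genes, ACTB turned to -0.24, HUWE1 to -0.62, YBX1 to -0.29 and HNRNPH1 to -0.34. With limma voom, HUWE1 turned to -0.38 and HNRNPH1 to -0.30. On thinned libraries LOC114112489 turned to 1.19 and LOC121818848 to 0.28. With each library left out, ACTB ranged from -0.082 to 4.14, YBX1 from -0.24 to 2.35, DDX5 from -1.27 to 9.03 and ACTG1 from -1.10 to 4.83, each with its highest value without Control-3. The lowest value came without Stimulated-1 for YBX1 (-0.24), and without Stimulated-2 for ACTB (-0.082), DDX5 (-1.27) and ACTG1 (-1.10).

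Upper quartile factors could not be computed and that alternative was not run. The depth limits these results: 41 of the 197 tested genes had no control counts and 63 had 1 to 3, and the 3 control libraries together held 8263 counts, 5836 of them in Control-3.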

Differences from the paper's values

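DESeq2 on genes with 5 counts, on all listed genes and with its filter set to 0.05 were chosen after seeing the values; the other settings named here were planned. The paper's number of differentially expressed genes is 175, and edgeR with TMM gave 77. The paper words its limit as p < 0.05, while the largest p in S2 Table is 0.00634, so that the limit behind the 175 genes is not known here. The paper's number of up-regulated genes is 172, against 64 here, and its number of down-regulated genes is 3, against 13 here. Of the alternatives set before the data were examined, the total and the number of up-regulated genes came within 1.5 times the paper's with the DESeq2 size factors in edgeR (187 and 184), library totals only (153 and 148), no filter (252 and 245) and DESeq2 at its defaults (209 and 205), and with no other. The number of down-regulated genes did so with the DESeq2 size factors in edgeR (3), TMMwsp (4), DESeq2 at its defaults (4), DESeq2 without its filters (2) and without Control-3 (4), and with no other. Chosen after seeing the values, DESeq2 on all listed genes gave 166 genes (163 up, 3 down) and called 161 of the paper's 175 genes, so that 14 were dropped, and with its filter set to 0.05 it gave 198 (194 up, 4 down) and called 163, so that 12 were dropped.

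The paper's mean number of clean reads mapped per library is 0.5 M, and the deposited counts had a mean of 0.0137 M per library. No alternative applies to this total.

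For the genes that the text names, the paper's log2 (fold change) values from S2 Table and the values with TMM were, in that order, 6.63 and 4.15 for RPL32, 3.61 and 0.61 for ACTB, 4.08 and 1.44 for PFN1, 3.39 and 0.14 for HUWE1, and 3.25 and 0.47 for YBX1. For DDX5 the paper's value is 2.69, against -0.72 here, and for ACTG1 the paper's value is 2.87, against -0.40 here. The paper's values are -3.24 for LOC114112704 and -3.04 for LOC114112490, against -6.02 and -5.99 here. For RPS19 the paper's value is 5.23, against 2.40, and for RPS14 it is 4.43, against 1.35. For the hnRNP genes the paper's values are 4.3 for HNRNPDL, 3.52 for HNRNPH1, 4.66 for HNRNPM, 5.94 for HNRNPL and 6.56 for HNRNPF, against 1.67, 0.42, 2.03, 2.78 and 2.20 here.

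Of these 16 values, 15 came within 1 standard error of the paper's, with its sign, in DESeq2 at its defaults, in DESeq2 without its filters and with the DESeq2 size factors in edgeR. The exception in each of these was HNRNPF, with 4.75, 4.75 and 4.88. Without the filter on low counts 13 did so, the exceptions being HUWE1 (2.49), DDX5 (1.83) and HNRNPF (4.43). Library totals only brought LOC114112704 (-4.01), HNRNPDL (3.27) and HNRNPM (3.63) within it. Without Control-3 this held for ACTB (4.14), HUWE1 (2.85), LOC114112704 (-4.32), RPS14 (4.49), HNRNPH1 (2.72) and HNRNPF (7.39), and for LOC114112704 also without Control-1 (-4.79) and without Control-2 (-4.44). Under the other alternatives set before the data were examined, all of the 16 genes that could be tested differed. Over the 175 genes of S2 Table, the median absolute difference from the paper's values was 0.03 in DESeq2 at its defaults and 2.77 with TMM over the 138 tested genes.

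The paper states that HNRNPA0 was up-regulated. S2 Table does not list it, and it was below the filter on low counts here. DESeq2 at its defaults gave it a log2 (fold change) of 3.63 (adjusted p = 0.0547), and edgeR called it without Control-3 (6.34, adjusted p = 0.0234). S2 Table lists NEFM as down-regulated, and it was below the filter on low counts here. DESeq2 at its defaults did not call it (-5.99, adjusted p = 0.178), and edgeR without the filter did (-5.41, adjusted p = 0.00820). CYRIB and CDC42, which S2 Table lists as up-regulated, were below the filter as well, with adjusted p of 0.0587 and 0.0798 in DESeq2 at its defaults. The paper's log2 (fold change) of CYRIB is 6.02, against 3.31 (standard error 1.38) in DESeq2 at its defaults, which is more than 1 standard error apart, and that of CDC42 is 4.33, against 3.02 (standard error 1.38). edgeR called CYRIB without Control-3 (6.54, adjusted p = 0.0229), when its control counts were 0. Chosen after seeing the values, DESeq2 on genes with 5 counts called these 4 genes, with -5.92 for NEFM (adjusted p = 0.0201), 3.63 for HNRNPA0 (0.0241), 3.28 for CYRIB (0.0288) and 3.04 for CDC42 (0.0480). It also called GAPDH, the internal control of the qRT-PCR (3.17, adjusted p = 0.0398). It called 307 genes in all and 169 of the paper's 175, so that 6 were dropped.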

Other observations

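The tests in this part were chosen after the result was seen, apart from the count of other splits of the libraries and the removal of the most abundant genes before thinning, while the gene lists other than the neural list were fixed in advance.

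Most called genes were higher in the stimulated libraries. The 5 genes of the rRNA class with counts in all 6 libraries enter the DESeq2 size factors, and they took a larger share of the control libraries. With the rRNA genes left out and library totals only, 54.5% of the tested genes lay above 0, against 94.9% with library totals on all genes. With library totals only, a few abundant rRNA genes may therefore account for much of the one-sided direction. With TMM, 72.7% of the tested genes lay above 0 without the rRNA genes and 70.6% with them, and 58 genes were called up and 7 down without them, against 64 and 13. This argues against the rRNA genes as the whole reason for the direction with TMM. The argument is limited by Control-2, whose TMM factor without the rRNA genes rests on a library with 104 counts on other genes. In DESeq2 at its defaults, 42.9% of the calls were higher without the rRNA genes (6 up, 8 down), but 5.41% of the genes lay above 0 and 33 were up and 1297 down at the unadjusted limit, so that the direction turned downward. Its size factors then rest on the 6 other genes with counts in all libraries, so this does not decide it for DESeq2. A difference in library size stays open as well. In 20 simulations at the real library totals, with as many genes higher as lower, a median of 79.2% of the DESeq2 calls were higher (range 66.7 to 85.2), and 68.5% of the edgeR calls (range 54.0 to 80.9), while 98.1% of the DESeq2 calls and 83.1% of the edgeR calls were higher in the real libraries. The simulated dispersion of 0.05 was assumed, so this does not decide it. Only the real split gave as many calls, 1 of 10 splits, and the other 9 gave 0 with edgeR; chance cannot be excluded, since 10 splits cannot give a share under 0.1. The stimulation itself stays open as an untested explanation.

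Fewer genes were detected in the control libraries at equal depth. With the 10 most abundant genes removed before thinning, the difference was 4.31 genes (exact two-sided permutation test, p = 0.7). A few genes taking most of the counts may explain the difference at equal depth. At 103 counts per library a difference in rarer genes was not detectable.

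The rRNA class took 71.2% ± 18.8 (SD, n = 3) of the counts in the control group and 4.98% ± 0.207 (SD, n = 3) in the stimulation group. Less removal of rRNA reads after sequencing alone would leave alike counts on the other genes, but these were 20.9 times as many in the stimulated libraries, 94.6 times without Control-3 and 14.4 to 21.1 times with each of the other libraries left out in turn. Less removal of rRNA before sequencing stays open, since it would itself lower the counts on other genes, and the share of 71.2% in the control group goes with it but does not decide it. Why the control libraries held few counts on other genes was not tested, and it cannot be separated from the stimulation, since all 3 control libraries were low.

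Ribosomal protein genes took a larger share of the counts on other genes in the stimulated libraries. The highest upper 95% limit in a control library was 11.0%, below each lower limit in the stimulated libraries, which argues against counting error from small libraries. Reads shared between paralogs or pseudogenes stay open, since 25 genes of the list had no counts in any library and where their reads were counted cannot be told from a table of counts. These genes also split into 30 with 100 counts or more in the stimulated libraries and 32 with none, while 2 had 1 to 9 counts, which argues against depth as the reason for the 32. Of those 32, 7 (RPL8, RPL10, RPL18, RPL21, RPL27A, RPL31 and RPL38, chosen after their values were seen) had 14 counts in the control libraries. Whether reads of these genes were counted on paralogs could not be decided from this.

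The control libraries held counts on genes without counts in the stimulated libraries. These made up 20.4% (95% Wilson interval 16.7 to 24.7), 30.8% (22.7 to 40.2) and 8.00% (7.06 to 9.05) of the counts on other genes than rRNA in Control-1, Control-2 and Control-3. In each stimulated library, 3.77%, 4.45% and 4.24% lay on genes absent from the other two, so that a difference in library size alone does not account for the lowest control value of 8.00%. Genes of neural cells, such as NEFM, NEFL, NRGN and KIF1A (the last 3 chosen after their values were seen), were among them. In a list of 60 neural genes, 54 were in the table and 18 had counts. It held 9 of 3371 control counts (0.267%) and 28 of 70393 stimulated counts (0.0398%), an odds ratio of 6.73 (two-sided Fisher's exact test, p = 3.34e-05). The counts of NEFM are not among these 9, since NEFM had 4 counts in Control-2, where the list held 1. The list was written after such genes had been seen, and 2 abundant neural genes, MAP2 and SLC1A2, had no counts, so that RNA from neural cells is neither shown nor excluded.

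Leukocyte marker genes had more counts than epithelial ones. Of 29 leukocyte genes in the table, 11 had counts, 235 in the stimulated and 16 in the control libraries, of which CORO1A held 119 and 14. Their share of the counts on genes other than rRNA was 0.334% ± 0.0156 and 0.186% ± 0.321 (SD, n = 3 in each group; exact two-sided permutation test, p = 0.4). The abundant leukocyte genes PTPRC, CD74, SRGN and B2M had no counts. Of 16 epithelial genes, only KRT18 had counts, 3 in the stimulated libraries and 0 in the control libraries, and EPCAM had none. The paper identified its cells by microscopy and by EpCAM expression in qRT-PCR. Missing counts at this depth do not show that EPCAM was not expressed. RNA from leukocytes could be present, but the 235 counts do not decide it, because abundant genes of other kinds also lacked counts.

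The other lists gave these counts, with shares of the counts on genes other than rRNA as mean ± SD (n = 3 in each group). Of 10 milk genes in the table 2 had counts, 5 in the stimulated (0.00707% ± 0.00235) and 0 in the control libraries. Of 19 fibroblast genes 10 had counts, 121 stimulated (0.172% ± 0.0209) and 21 control (1.49% ± 2.46), of which 17 were in Control-1. Of 6 erythroid genes 1 had counts, 0 stimulated and 2 control (0.0232% ± 0.0402). Of 23 stress genes 11 had counts, 498 stimulated (0.782%, 0.565% and 0.782% of the 3 libraries) and 18 control (0.510%, 3.85% and 0.417%). Of 28 induced innate immune genes 7 had counts, 48 stimulated (0.0685% ± 0.0421) and 1 control (0.0116% ± 0.0201). Of 14 reference genes 11 had counts, 1682 stimulated (2.39% ± 0.0860) and 51 control (1.41% ± 0.418; exact two-sided permutation test, p = 0.1). The same exact permutation test gave p = 0.1 for the milk list, 0.2 for the induced innate immune list, and 1 for each of the fibroblast, erythroid and stress lists. No gene encoded by the mitochondrial genome was in the table (0 of 13).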
